# Molecular Mechanisms Underlying the Enhanced Analgesic Effect of Oxycodone Compared to Morphine in Chemotherapy-Induced Neuropathic Pain

**DOI:** 10.1371/journal.pone.0091297

**Published:** 2014-03-11

**Authors:** Karine Thibault, Bernard Calvino, Isabelle Rivals, Fabien Marchand, Sophie Dubacq, Stephen B. McMahon, Sophie Pezet

## Abstract

Oxycodone is a μ-opioid receptor agonist, used for the treatment of a large variety of painful disorders. Several studies have reported that oxycodone is a more potent pain reliever than morphine, and that it improves the quality of life of patients. However, the neurobiological mechanisms underlying the therapeutic action of these two opioids are only partially understood. The aim of this study was to define the molecular changes underlying the long-lasting analgesic effects of oxycodone and morphine in an animal model of peripheral neuropathy induced by a chemotherapic agent, vincristine. Using a behavioural approach, we show that oxycodone maintains an optimal analgesic effect after chronic treatment, whereas the effect of morphine dies down. In addition, using DNA microarray technology on dorsal root ganglia, we provide evidence that the long-term analgesic effect of oxycodone is due to an up-regulation in GABA_B_ receptor expression in sensory neurons. These receptors are transported to their central terminals within the dorsal horn, and subsequently reinforce a presynaptic inhibition, since only the long-lasting (and not acute) anti-hyperalgesic effect of oxycodone was abolished by intrathecal administration of a GABA_B_ receptor antagonist; in contrast, the morphine effect was unaffected. Our study demonstrates that the GABA_B_ receptor is functionally required for the alleviating effect of oxycodone in neuropathic pain condition, thus providing new insight into the molecular mechanisms underlying the sustained analgesic action of oxycodone.

## Introduction

Approximately 7–8% of the European population suffers from neuropathic pain, and 5% of these cases may be severe [1]. Unfortunately, the pharmacotherapy of neuropathic pain is frequently unsatisfactory for patients. One reason for their poor efficacy is the lack of a clear understanding of the neurobiological mechanisms that underlie neuropathic pain. Morphine is the most commonly used opioid analgesic in the past 30 years. However, repeated use of opioids induces a tolerance phenomenon, which significantly reduces their analgesic effects. Among clinically used opioids, oxycodone shows excellent anti-hyperalgesic and anti-allodynic effects against neuropathic pain [2], [3]. Oxycodone is a semi-synthetic opioid analgesic, and has been used in clinics since 1917 [4]. Like other opioids, including morphine, the analgesic effect of oxycodone is mainly mediated through the activation of the μ-opioid receptor. Interestingly, the analgesic effect of oxycodone seems to be as potent as morphine on different types of pain, including visceral pain [5], post-operative pain [6] and cancer pain [7], [8]. Moreover, the oxycodone-paracetamol combination was shown to be effective against chronic lower back pain [9], whereas morphine treatment did not show any beneficial effect [10]. In patients with neuropathic pain, oxycodone treatment (mostly in combination with anticonvulsants) improves health-related quality of life and diminishes the impact of pain on physical activity and sleep [11]. However, the neurobiological mechanisms underlying the therapeutic action of these two opioids are currently only partially understood. The aim of this study was to identify the molecular changes that produce the different analgesic effects of morphine and oxycodone.

Vincristine is an anti-neoplasic drug used to treat a wide variety of cancers. Nonetheless, it induces a peripheral neurotoxicity and subsequent neuropathic pain in both patients [12], [13] and animal models [14]–[17]. Here, we observed in an animal model of vincristine-induced neuropathic pain that oxycodone has a longer lasting analgesic effect than morphine. Based on DNA microarray technology in dorsal root ganglia, we report an important list of genes that are differentially expressed in oxycodone-treated rats, as compared to morphine-treated subjects. This provides clues on the mechanisms underlying their different long-term actions. Furthermore, we provide direct evidence for an involvement of GABA_B_ receptors in the long-lasting effect of oxycodone on neuropathic pain.

## Materials and Methods

All experiments were performed in agreement with the European Community Council Directive of 24 November 1986 (86/609/EEC) and with guidelines on ethical standards for the investigation of experimental pain in animals, published in a Guest Editorial in the journal ‘Pain’ (Committee for Research and Ethical issues of the I.A.S.P., 1980). This study was approved by the ethics committee C2EA-59: ‘Comité d’éthique en matière d'expérimentation animale Paris Centre et Sud'. Accordingly to the rule of the ‘3R’ of the European regulation for the use of laboratory animals, the number of animals was kept to the minimum possible. Experiments were performed on 123 male Sprague Dawley rats (Janvier, Le Genest St Isle, France) weighing 150–175 g at the beginning of the experiments. Great care was taken, particularly with regard to housing conditions, to avoid or minimize discomfort of the animals: rats were housed four in a cage to minimize the possibility of painful interactions. The animals were kept on solid floor cages with a deep layer of sawdust to accommodate the excess of urination and cages were changed three times a week. They were kept at a constant temperature of 22°C, with a 12 h alternative light/dark cycle. Food and water were available *ad libitum*.

### Induction of peripheral neuropathy by vincristine and analgesic treatment

Animals were randomly chosen and tested by an experimenter blinded to the animal's treatment. Fifty-seven rats received intraperitoneal (i.p.) injections of vincristine (0.1 mg/kg/day; Oncovin-1 mg, EG LABO, Boulogne-Billancourt, France) for two 5-day cycles with a 2-day pause between cycles, as previously described [17]. Thirty control rats received i.p. injections of the vehicle (saline: 9‰ NaCl) according to the same protocol. At the end of vincristine treatment (D15), each group was divided into 3 sub-groups that received chronic injections of morphine (3.33 mg/kg diluted in saline, i.p. injection; laboratoire Cooper, France), oxycodone (3.33 mg/kg diluted in saline, i.p. injection; OxyNorm, Napp Pharmaceuticals Ltd, Cambridge, UK) or saline during 5 days (D19). These doses were chosen according to a previous report [18], as well as unpublished preliminary data showing an equipotent analgesic effect of morphine and oxycodone on mechanical hyperalgesia (pinch test) in naive animals, when used at 3.33 mg/kg.

### Influence of the GABA_B_ receptor on the long-lasting analgesic effect of repeated oxycodone injections: intrathecal administration of saclofen

This experiment was performed to evaluate the involvement of GABA_B_ receptors in the analgesic effect of oxycodone. Intrathecal injections were performed by lumbar puncture, as previously described [19], [20]. Briefly, a rat was slightly anesthetized with isoflurane gas (Baxter, Maurepas, France) and held in one hand by the pelvic girdle; a 25-gauge x1-inch needle connected to a 10-μl Hamilton syringe was then inserted into the subarachnoidal space between the spinous processes of L5 and L6, until a tail-flick was elicited. The syringe was held in position for several seconds after the injection of saclofen (10 μl; Ref S166, Sigma-Aldrich, St. Louis, MO) or saline. Saclofen was diluted to a concentration of 1 μg/μl in saline. This dose was chosen according to [21], [22]. Twenty-four rats received i.p. injections of vincristine. At D15, rats were subdivided into two groups: 12 rats received chronic injections of oxycodone, and the other 12 received chronic injections of saline (over a 5 day-treatment). At D19, each group was further divided into 2 sub-groups that received an i.t. injection of saclofen or saline (n = 6 vincristine-oxycodone-saclofen treated rats; n = 6 vincristine-oxycodone-saline treated rats; n = 6 vincristine-saline-saclofen treated rats; n = 6 vincristine-saline-saline treated rats).

### Influence of the GABA_B_ receptor on the analgesic effect of acute injection of morphine and oxycodone and repeated injections of morphine: intrathecal administration of saclofen

Thirty-six rats received i.p. vincristine injections. The role of the GABA_B_ receptor on the analgesic effect of acute injection of opioids was tested at D15 (n = 6 vincristine-oxycodone-saclofen treated rats; n = 6 vincristine-oxycodone-saline treated rats; n = 6 vincristine-morphine-saclofen treated rats; n = 6 vincristine-morphine-saline treated rats; n = 6 vincristine-saline-saclofen treated rats; n = 6 vincristine-saline-saline treated rats). The role of the GABA_B_ receptor on the analgesic effect of chronic injections of morphine was tested at D19, as with oxycodone (see above).

### Behavioural tests

The animals received a two-week habituation period prior to the start of the peripheral neuropathy-inducing vincristine injections, as previously described [23].

#### Chronic effects of analgesic treatment

Behavioural tests were performed on D1 and D15 of vincristine treatment in 21 vincristine-treated rats and 18 control rats. The time-course study on the effects of oxycodone and morphine was performed at D15 and D19, in which behavioural tests were repeated 30, 60 and 90 minutes following morphine (n = 7 vincristine-morphine treated rats; n = 6 saline-morphine treated rats), oxycodone (n = 7 vincristine-oxycodone treated rats; n = 6 saline-oxycodone treated rats), or saline injections (n = 7 vincristine-saline treated rats; n = 6 saline-saline treated rats).

#### GABA_B_ receptor antagonist study on the long-lasting analgesic effect of repeated injections of oxycodone

Behavioural tests were performed on D1 and D15 of vincristine treatment in 24 vincristine-treated rats. Behavioural tests were performed on D15 as a control for the development of neuropathic pain state; the animals were then repeatedly treated with oxycodone. The rats received one injection of oxycodone or saline at D19, and were then tested 30 minutes later as a control for the long-lasting analgesic effect of oxycodone (D19). Four hours after this first injection, rats were injected again with oxycodone or saline (D19′). Fifteen minutes after this second injection, rats were anesthetized with isoflurane (Baxter, Maurepas, France) and injected intrathecally with saclofen (10 μg; Ref S166, Sigma-Aldrich, St. Louis, MO) diluted in saline. Rats were behaviourally tested once again, 15 minutes after the saclofen injection (n = 6 vincristine-oxycodone-saclofen treated rats; n = 6 vincristine-oxycodone-saline treated rats; n = 6 vincristine-saline-saclofen treated rats; n = 6 vincristine-saline-saline treated rats).

#### GABA_B_ receptor antagonist study on the analgesic effect of acute injection of oxycodone or morphine and chronic injections of morphine

Behavioural tests were performed on D1 of vincristine treatment in 36 vincristine-treated rats. The rats received one injection of oxycodone, morphine or saline at D15. Fifteen minutes later, rats were anesthetized with isoflurane and injected intrathecally with saclofen (10 μg; Ref S166, Sigma-Aldrich, St. Louis, MO) diluted in saline. Rats were tested again 15 minutes after the saclofen injection (n = 6 vincristine-oxycodone-saclofen treated rats; n = 6 vincristine-oxycodone-saline treated rats; n = 6 vincristine-morphine-saclofen treated rats; n = 6 vincristine-morphine-saline treated rats; n = 6 vincristine-saline-saclofen treated rats; n = 6 vincristine-saline-saline treated rats). At D19 (*i.e*. 5 days after the start of opioids treatment), the same experiment was performed following chronic injections of morphine (n = 6 vincristine-morphine-saclofen treated rats; n = 6 vincristine-morphine-saline treated rats; n = 6 vincristine-saline-saclofen treated rats; n = 6 vincristine-saline-saline treated rats). For ease of reading, we have presented the results in two separate figures: the effect of saclofen after acute injection of oxycodone, and the effect of saclofen after morphine treatment.

#### Assessment of static mechanical sensitivity

The static mechanical allodynia was measured using the electronic Von Frey test, as previously described [23]. Briefly, an Electronic Von Frey hair unit (EVF-3, Bioseb, Chaville, France) was used to measure the sensitivity threshold in one test; measurements ranged from 0 to 500 grams with a 0.2 gram accuracy. Paw sensitivity threshold was defined as the minimal pressure required to elicit a robust and immediate withdrawal reflex of the paw. The stimulus was applied to each hind paw five times within a five-second interval; by convention, the threshold for each rat was the average of ten measured values. Static mechanical allodynia was defined as a significant decrease in withdrawal thresholds to Von Frey application.

The results for each group in the GABA_B_ receptor antagonist study were expressed as follows: δ-paw withdrawal threshold (%± S.E.M.), calculated from individual paw withdrawal thresholds: 
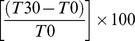
 at D19 and 
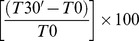
 at D19′. The effect of saclofen on mechanical allodynia was defined as a significant decrease in δ-paw withdrawal threshold to Von Frey application.

#### Assessment of static mechanical hyperalgesia

Static mechanical hyperalgesia was measured using the ‘Pinch’ test, as previously described [23]. Rats were individually taken by the experimenter and held without restraint on the experimenter's lap for 5 min. The threshold of static mechanical sensitivity was determined using a ‘Pincher’ unit (Bioseb, Chaville, France). Briefly, pressure was applied with a calibrated forceps (ranging from 0–800 g) to the mid-plantar area of each hind paw, to elicit a robust and immediate withdrawal reflex of the stimulated paw. The stimulus was applied to each hind paw three times within a 2 minute-interval; by convention, the threshold for a rat was the average of the six measured values. Static mechanical hyperalgesia was defined as a significant decrease in withdrawal thresholds to pincher application.

The results for each group in the GABA_B_ receptor antagonist study were expressed as follows: δ-paw withdrawal threshold (%± S.E.M.), calculated from individual paw withdrawal thresholds: 
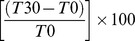
 at D19 and 
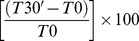
 at D19′. The effect of saclofen on mechanical allodynia was defined as a significant decrease in the δ-paw withdrawal threshold to pincher application.

#### Assessment of dynamic mechanical allodynia and hyperaesthesia: the “Paint-brush test”

The dynamic mechanical allodynia observed in neuropathic patients was measured as previously developed in our laboratory and described in Thibault *et al*. [24]. First, a stimulus was applied with a smooth (marten hair) paint-brush to each hind paw, five times within a five-second interval. Each stimulus that resulted in a response was scored as ‘1’, and the absence of a response was scored as ‘0’. The 10 stimulation scores were added, giving a total score between 0 and 10 for each rat. Next, the stimulation was applied with a rough (pig bristle) paint-brush, using the same protocol. Dynamic mechanical allodynia or hyperesthesia were defined as a significant increase in the total score using the smooth or the rough brush, respectively.

#### Statistical analysis of the behavioural data

Behavioural data from electronic Von Frey and Pinch tests were examined using two-way analysis of variance (ANOVA) followed by a Student Newman–Keuls test for two-by-two comparisons. Behavioural data from paint-brush tests were examined with a Kruskal–Wallis test followed by a Wilcoxon matches pairs test and a Mann–Whitney U test for two-by-two comparisons. Data were expressed as means ± SEM, and the levels of significance were set at: _*_p<0.05; _**_p<0.01; _***_p<0.001.

### DNA microarray analysis

#### RNA preparation for microarray analysis and microarray hybridisation

Two hours after the end of the behavioural study (D19), rats were deeply anaesthetized with pentobarbital (60 mg/kg i.p; Ceva Santé Animale, Libourne, France) and decapitated (n = 4 vincristine-morphine, n = 4 vincristine-oxycodone, n = 4 vincristine-saline treated rats; and n = 4 saline-morphine, n = 4 saline-oxycodone, n = 4 saline-saline rats). Lumbar dorsal root ganglia (DRGs) L2 through L5 were dissected and immediately frozen on dry ice. Tissues were kept at −80°C until homogenisation. Total RNA from individually dissected frozen DRGs was extracted and treated with DNAse using the RNeasy® Lipid Tissue Mini kit (Qiagen, Courtaboeuf, France), according to the manufacturer's protocol. The quality and quantity of each RNA sample was checked using an Agilent 2100 Bioanalyzer with RNA 6000 NanoChips (Agilent Technologies, Massy, France). Five hundred ng of RNA were sent to the Integragen Illumina microarray facility (Integragen, Evry, France, www.integragen.com) for sample processing. Illumina pangenomic rat microarrays (RatRef-12 Expression BeadChips), including 22,517 probes, were also performed at the Integragen Illumina microarray facility (Evry, France), according to the Illumina procedures.

#### DNA microarray statistical analysis

All manipulations and statistical analyses were performed with the R freeware. For Illumina beadchip data, all spots with a detection p-value greater than 0.05% were excluded. A two-way ANOVA was performed, using vincristine treatment as the first factor and analgesic treatment as the second factor. Student t-tests were performed to find differentially expressed genes between morphine and oxycodone treatment, in vincristine-treated rats or controls. The reported p-values correspond to the control of the type I error risk of each individual gene (no adjustment for multiple testing). The data have been deposited in NCBIs Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) and assigned Series accession number GSE53897.

#### Real-time quantitative PCR

Quantitative real-time PCR was performed using the fluorescent binding-dye SYBR Green (Absolute Blue SYBR Green Rox mix, ABgene, Thermo Scientific) on a real-time PCR machine (LightCycler Technology, Roche) with primer sets designed at the Roche website (www.roche-applied-science.com). Each qPCR assay was conducted in triplicate, using cDNA derived from 50 ng total RNA from each animal. Each sample well contained 4 μl of cDNA (5 ng/μl), with a primer concentration of 0.5 μM plus 5 μl of SYBR Green. Each qPCR assay was conducted with one candidate housekeeping gene for normalisation (actin, beta: Actb). The following primers were used: Gabbr2, 5′-AAGACCTTTGAAACACTCTGCAC-3′ (forward) and 5′-CCAAAGGCAGTTGTGTAGCC-3′ (reverse); Actb, 5′-CCCGCGAGTACAACCTTCT-3′ (forward) and 5′-CGTCATCCATGGCGAACT-3′ (reverse). qPCR was performed on all samples (saline-saline; saline-oxycodone; saline-morphine; vincristine-saline; vincristine-oxycodone; vincristine-morphine). All fluorescence data were processed using a post-PCR data analysis software program (LightCycler relative Quantification Software version 1.0; Roche), providing an automatic calculation of a normalized ratio. Saline samples were used for normalisation. The ratios of each gene of interest were compared among samples, using an unpaired t-test.

### Immunohistochemistry

#### Tissue preparation

Twelve rats receiving vincristine treatment and 12 others receiving saline treatment were used for the immunohistochemistry experiment. At D15, each group was divided into 3 sub-groups that received chronic injections of morphine (n = 4 vincristine-morphine, n = 4 saline-morphine treated rats), oxycodone (n = 4 vincristine-oxycodone, n = 4 saline-oxycodone treated rats) or saline (n = 4 vincristine-saline, n = 4, saline-saline treated rats). Rats were deeply anaesthetized at the end of analgesic treatment (D19) with a 25 mg/ml urethane injection (1.5 g/kg i.p), and perfused transcardially with 200 ml of 0.9% NaCl, followed by 500 ml of 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB), pH 7.4. Tissues were dissected out and post-fixed at 4°C in the same fixative, either overnight (spinal cord) or for 2 hours (DRGs). All tissues were further cryoprotected in 30% sucrose (in 0.1 M PB, pH 7.4) overnight at 4°C. DRG sections (14 μm thick) were serially cut using a cryostat (HM550, Microm Microtech). Sections were mounted directly onto a Superfrost slide such that two series of six slides corresponding to the whole ganglion could be obtained. Two slides per animal were used for each labelling. Spinal cord sections (30 μm thick) were cut using a cryostat and collected in phosphate buffer saline (PBS; 0.02 M) containing 0.02% sodium azide.

### Characterisation of the rabbit anti-GABAB2 antibody

#### Western Blot

The anti-GABA_B2_ antibody was tested using the western blot method. Briefly, a rat was deeply anaesthetized with pentobarbital (60 mg/kg i.p.; Ceva Santé Animale, Libourne, France) and then euthanised by decapitation. The cortex of a control animal was homogenised in RIPA (radioimmunoprecipitation assay buffer; 50 mM Tris, pH 8, 150 mM NaCl, 1% NP-40, 0.5% deoxycholate, 0.1% SDS, 1 mM sodium orthovanadate) containing Complete protease inhibitor mixture (Complete, Roche, Neuilly-sur-seine, France). The protein concentrations were determined using a Biorad DC Protein Assay kit (Bio-Rad Laboratories, California, USA). Spinal cord samples (30 μg of proteins) were separated by 10% SDS-PAGE, and transferred to nitrocellulose membranes. The membrane was then incubated with the primary antibody rabbit anti-GABA_B2_ (ref. 52248, Abcam, Cambridge, UK), diluted 1∶1000 in 20 mM Tris, pH 7.5, 500 mM NaCl, 0.1% Tween 20 (TBS-T). After several washes in TBS-T, the membrane was incubated in an anti-rabbit IgG HRP secondary antibody (1∶10000) for 1 h at room temperature. Following several washes in TBS-T, the membrane was treated with the ECL-plus reagent (10 min) for detection by autoradiography. A specific band was observed at 106-110 kDa, corresponding to the GABAB2 receptor (Figure S1A).

#### Immunohistochemistry

Immunostainings performed with this antibody on spinal cord revealed characteristic GABA_B2_ receptor staining. As previously reported [25], [26], we observed staining in the superficial laminae (Figure S1B) and in deeper laminae (Figure S1B). Spinal cord sections incubated without primary antibody did not display any staining (data not shown).

### GABAB2 receptor labelling in dorsal root ganglia

Immunostainings were performed on tissues from 4 animals per group. Double immunofluorescent stainings for GABA_B2_ receptor and βIII tubulin (a marker of all neuronal cells) were performed to determine the percentage of neurons expressing GABA_B2_ receptors. Sections were incubated overnight at room temperature with a rabbit anti-GABA_B2_ receptor antibody (1∶300, ref. 52248, Abcam, Cambridge, UK) and mouse anti-βIII Tubulin antibody (1∶2000, ref. G7121, Promega, San Luis Obispo, CA USA); antibodies were diluted in PBS-T-azide (PBS 0.02 M containing 0.3% Triton X-100 and 0.02% sodium azide). Following several washes in PBS, sections were incubated for 2 h at room temperature in Alexa Fluor® 488 anti-rabbit IgG and Alexa Fluor® 350 anti-mouse IgG (Invitrogen, California, USA), diluted 1∶1000 in PBS-T. Following several washes in PBS, sections were mounted in Vectashield medium (Vector Laboratories, Burlingame, USA). A similar procedure was performed for GABA_B2_ receptor-GABA_B1_ receptor double immunostaining, using the anti-GABA_B1_ receptor antibody (1∶500; mouse anti-GABA_B1_ receptor, ref. 55051, Abcam, Cambridge, UK) and Alexa Fluor® 546 anti-mouse IgG.

#### Quantification of βIII tubulin- and GABAB2 receptor-positive neurons

Black and white 256 grey level images were acquired using a 40X objective on a Zeiss microscope equipped with a Zeiss Axiocam MRm camera. All acquisitions were performed using the same acquisition setup. Quantification of the percentage of GABA_B2_ receptor-positive cells was performed by counting both the number of GABA_B2_ and βIII tubulin immunopositive cells in DRG. At least 200 cells were counted per DRG (more than four or five sections per rat). An analysis of staining intensity and size diameter distribution was performed using Image J software (http://rsb.info.nih.gov/ij/). The background staining intensity was subtracted from each image, and results were expressed as the mean intensity of immunoreactivity ± SEM. The mean diameter, percentage of positively stained cells, and mean intensity of GABA_B2_ staining in DRG neurons were compared between all groups by one-way ANOVA using SigmaStat software, followed by the Student Newman–Keuls test to detect differences between different groups.

#### GABAB2 receptor labelling in the spinal dorsal horn

Free floating serial sections from the lumbar segment L4-L5 were incubated in rabbit anti-GABA_B2_ receptor antibody (1∶300; ref. 52248, Abcam, Cambridge, UK). This was either performed alone for quantification, or in combination with the following antibodies for double or triple staining: 1) IB4, a FITC-conjugated isolectine (1∶700; Isolectin B4 FITC conjugate, ref. L 2895, Sigma-Aldrich, St. Louis, MO); 2) mouse anti-CGRP (1∶500; ref. C 9487, Sigma-Aldrich, St. Louis, MO); 3) guinea pig anti-vGlut2 (1∶5000; ref. AB2251, Chemicon, Temecula, CA USA); or 4) mouse anti-GABA_B1_ receptor (1∶500; ref. 55051, Abcam, Cambridge, UK, [27]). Tissues were finally washed in PBS, and mounted in Vectashield medium (Vector, Burlingame, USA).

#### Quantification of GABAB2 receptor labelling in the spinal dorsal horn

To quantify GABA_B2_ receptor staining in the dorsal horn of all subject groups, black and white 256 grey level images were acquired using a 40X objective on a Zeiss microscope equipped with a Zeiss Axiocam MRm camera. All acquisitions were performed using the same acquisition setup. A 100 μm ×500 μm region of interest was placed on the dorsal horn to measure fluorescence intensity (FI) plot profiles (gray levels, in arbitrary units, with respect to the distance from the surface, in micrometers). Statistical significance was determined with a Student's unpaired t test for specific depth point, or one way ANOVA followed by a Student Newman–Keuls test for mean fluorescent intensity analysed per lamina (for all statistical tests: **p<0.01;*p<0.05).

As a final note, each type of immunostaining in the DRG or dorsal horn was simultaneously performed for all animals, in order to maintain consistency and allow a statistical analysis of all results. Omission of the primary antibody, or any other stage in the protocol, did not result in any labelling.

## Results

### Oxycodone maintained a strong analgesic effect after chronic treatment as compared to morphine in vincristine-treated rats

As previously observed [28], at the end of vincristine treatment (D15), vincristine-treated rats displayed a significant increased static (Figure 1B-C) and dynamic (Figure S2A–B) mechanical sensitivity, as compared to the baseline (BL, *i.e*. beginning of the treatment) and saline-treated rats. A single injection of morphine or oxycodone was capable of totally reversing static mechanical allodynia, hyperalgesia (D15 T30, Figures 1B and C, respectively) and dynamic mechanical allodynia (D15 T30, Figure S2A). The analgesic effect of oxycodone (measured by the Pinch test) was more potent than the analgesic effect of morphine on static mechanical hyperalgesia (D15 T30, Figure 1C). Moreover, dynamic mechanical hyperesthesia (measured with the rough paintbrush test) was only attenuated by morphine, whereas it was totally reversed by oxycodone (D15 T30, Figure S2B). At the end of the analgesic chronic treatment on day 19 (D19), only oxycodone was able to maintain the analgesic effect observed at D15 on mechanical sensitivity (D19 T30, Figure 1B-C and Figure S2A–B). By this point, morphine had completely lost its analgesic effect on dynamic mechanical sensitivity (Figure S2A–B).

**Figure 1:**
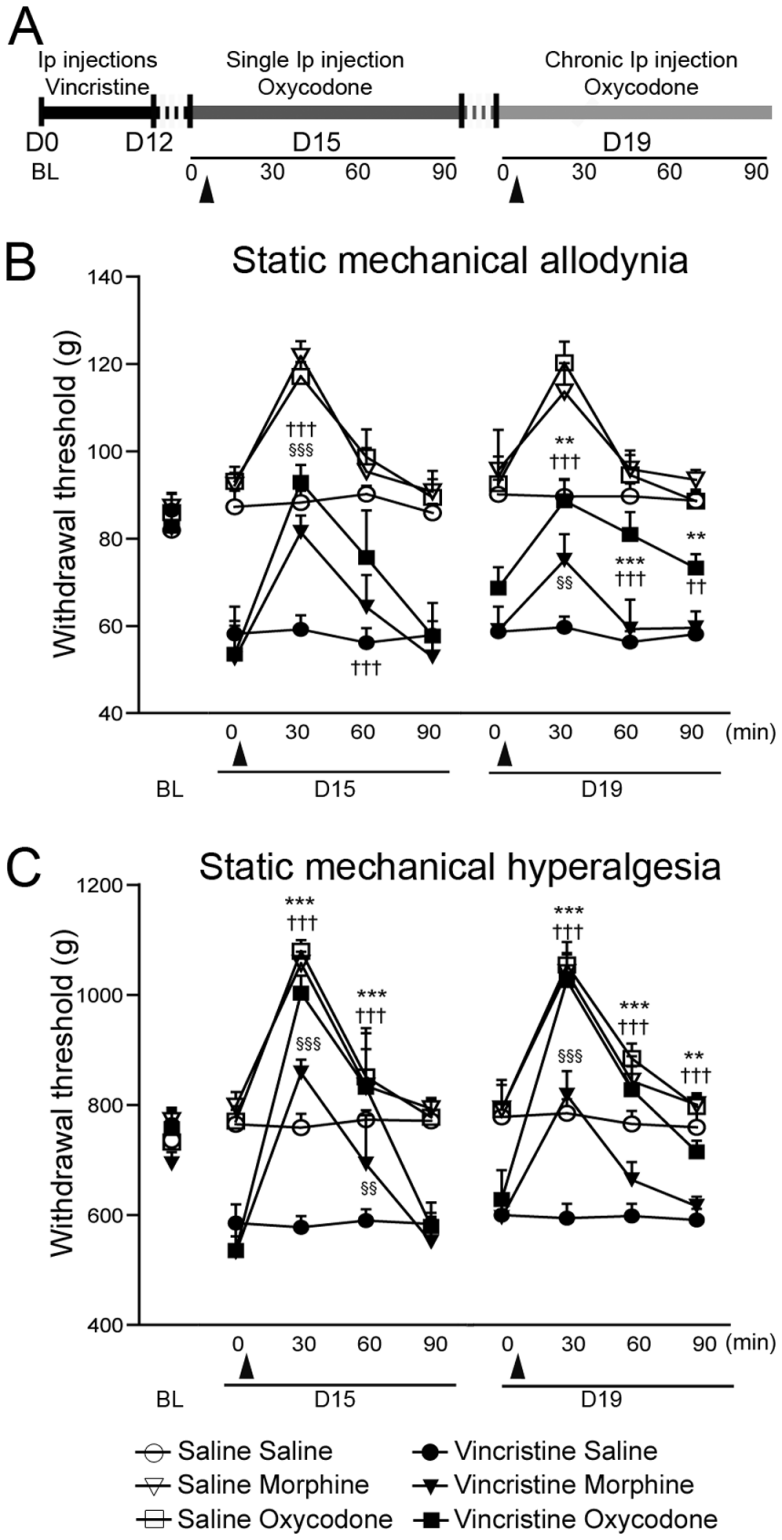
Time-course of static mechanical sensitivity. A: Schematic representation of the experimental paradigm. Rats received i.p. injections of vincristine (0.1 mg/kg/day) during 2 cycles of 5 days. Analgesic treatment started at D15, and was performed for 5 days until D19. The analgesic effect of oxycodone or morphine was tested on D15 and D19, with a time-course of 30, 60 and 90 minutes after injection. These injections are illustrated by black triangles. At D15, all groups of vincristine-treated rats presented static mechanical allodynia (B) and hyperalgesia (C), as compared to control rats and the baseline (BL). B: Static mechanical allodynia measured using the electronic Von Frey test. The measured static mechanical allodynia was totally reversed after a single injection of morphine or oxycodone, although only oxycodone maintained a strong analgesic effect at D19. C: Static mechanical hyperalgesia measured by the “Pinch Test”. Oxycodone induced an analgesic effect in vincristine-oxycodone treated rats after a single injection, and maintained its analgesic effect at D19. All data are expressed as mean ± SEM. (n = 7 vincristine-morphine treated rats; n = 6 saline-morphine treated rats), (n = 7 vincristine-oxycodone treated rats; n = 6 saline-oxycodone treated rats), and (n = 7 vincristine-saline treated rats; n = 6 saline-saline treated rats). *p<0.05, **p<0.01, ***p<0.001: vincristine-oxycodone treated rats vs. vincristine-morphine treated rats; † p<0.05, †† p<0.01, ††† p<0.001: vincristine-oxycodone treated rats vs. vincristine-saline treated rats; §§ p<0.01, §§§ p<0.001: vincristine-morphine treated rats vs. vincristine-saline treated rats. For figure clarity, the statistical significance symbols for the vincristine vs. saline groups are not shown.

### Extensive analysis of gene expression modified by chronic analgesic treatment

We conducted a large-scale DNA microarray study based on pan-genomic chips, using Illumina technology on the dorsal root ganglion (DRG). This was aimed at systematically detecting genes whose expression was altered by chronic morphine or oxycodone treatment in either saline- or vincristine-treated rats. 

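Total RNA from the lumbar DRG of 24 rats was hybridised on 1 array per rat, in 6 groups of 4 rats. The groups had received vincristine (0.1 mg/kg/day) or saline, and then morphine (3.33 mg/kg), oxycodone (3.33 mg/kg) or saline for 5 days, with dissection on day 19. Morphine and oxycodone were thus compared at the same dose and time. Both are opioids with the same ring skeleton, and oxycodone carries a methoxy group in place of a phenolic hydroxyl, a ketone in place of an alcohol, an added hydroxyl and a saturated ring bond. Each of the 22,517 probes had a signal and a detection p-value on every array, and 6,112 to 6,907 probes per array had a detection p of at most 0.0005, the cutoff of the methods. Probes that reached this cutoff on at least 4 arrays were kept, which left 7,043 probes, 5,499 of them with a gene name, for 5,435 genes. Signals were background-corrected and quantile-normalized with limma, a linear model of the 6 group means was fitted, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Differences are on the log2 scale, as morphine minus oxycodone, opioid minus saline, or vincristine minus control. The median standard error was 0.118 for a difference between groups of 4 rats and 0.0682 between all 12 vincristine and all 12 control rats. Gene groups were tested on 32 lists with camera, first with a preset correlation of 0.01 between genes and then with an estimated one. The arrays fell into 4 sets of 6, each with 1 rat of every group, and set accounted for 99.4% of the first principal component, which held 43.3% of the variance. A second fit took the set as a block (median standard error 0.0828 between groups of 4 rats), and its value is given where it changes a call.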

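Genes of the heat shock and unfolded protein response were higher in the DRG of rats given either opioid than in rats given saline. In a comparison of the 16 opioid-treated with the 8 saline-treated rats, added after the single comparisons had been seen, 6 probes rose and 2 fell at an adjusted p under 0.05 with limma. The genes that rose included the endoplasmic reticulum chaperones and folding factors Creld2 (+0.98, SE 0.124, adjusted p = 0.000791), Pdia4 (+0.55, SE 0.0826, adjusted p = 0.00484), Manf (+0.52, SE 0.0932) and Hspa5 (+0.44, SE 0.0801, both adjusted p = 0.0248). Dnajb1, a cytosolic partner of Hsp70, rose by 0.41 (SE 0.0628), and Cry1, a repressor of the circadian clock, by 0.40 (SE 0.0784, adjusted p = 0.0387). Nr1d1, another clock repressor, fell by 0.61 (SE 0.112), and Trem2, a receptor of macrophages and microglia, fell by 0.36 (SE 0.0689, adjusted p = 0.0365). All 8 differences, picked on these same arrays, had the same sign in 4 of 4 sets, which is no separate support. Of the 22 measured genes of the heat shock and unfolded protein response list, 20 were higher with an opioid (median +0.19), 4 passed over all probes and 9 adjusted over the list alone (adjusted p of the list 5.9e-30, and 0.000176 with an estimated correlation). Against saline, the median of this list was +0.19 with morphine and +0.17 with oxycodone in vincristine-treated rats, and +0.24 with morphine and +0.14 with oxycodone in control rats. The adjusted p of these 4 tests was 1e-18, 7.55e-18, 3.67e-23 and 7.49e-08, and 0.00291, 0.00378, 0.000867 and 0.12 with an estimated correlation, and within each arm both opioids share the saline arrays. Of 17 nerve injury and regeneration genes, 13 were higher with an opioid (median +0.056, adjusted p = 0.0432 with an estimated correlation, and 0.233 with the set block), led by the small heat shock protein Hspb1 (+0.41, adjusted over the list alone 0.00239). Skeletal muscle genes were also higher on the opioid arrays (14 of 14, median +0.57, adjusted p = 8.53e-06, and 0.416 with an estimated correlation). In the 4 single comparisons with saline no probe passed with limma (128, 116, 147 and 188 at an unadjusted p under 0.05), and with the set block 1, 0, 2 and 2 did: Creld2 with morphine in either arm, Dnajb1 with either opioid in control rats, and Isyna1 with oxycodone there. With the set block 22 probes passed in the pooled comparison, with any 1 array left out 3 to 12. Without the 5 arrays high in muscle genes, all of them from opioid-treated rats, 1 passed, Creld2. Over the comparisons that the paper reports (vincristine with control, and morphine with oxycodone in each arm), 488 probes for 396 genes had an unadjusted limma p under 0.05 in at least 1, and 14 probes an adjusted one.

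**Figure D1:**
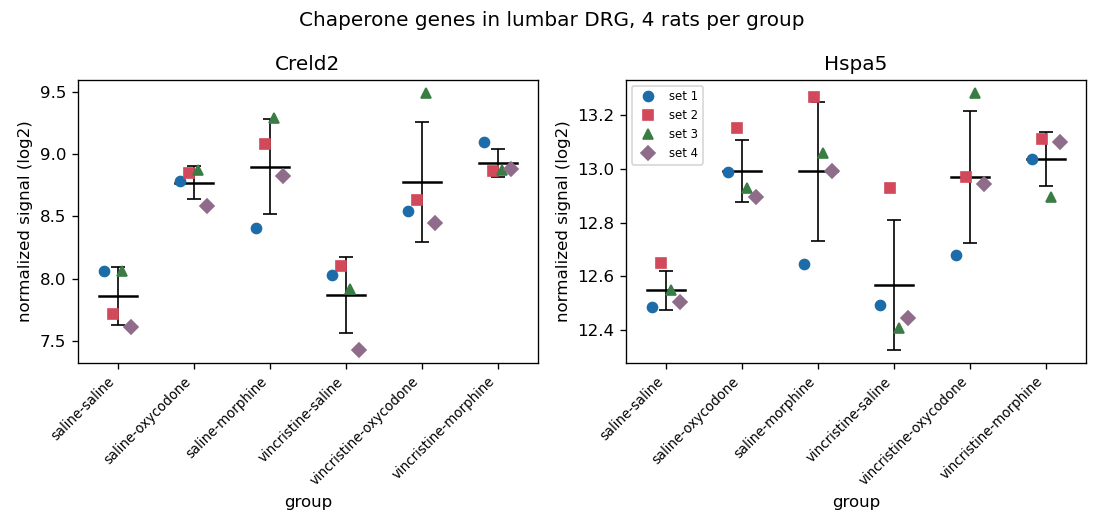
Normalized signal (log2) of Creld2 and Hspa5, chaperone genes of the endoplasmic reticulum, in the 6 groups. Each point is the array of 1 rat, with the colour giving its set, and the bar is the mean ± SD (n = 4).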

Among the 22,517 probes included in the microarray, 757 were differentially expressed by the end of analgesic treatment (D19), corresponding to 316 genes (Table S1). 

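All 7 probes that rose past the adjustment with vincristine were those of genes of red blood cells and their precursors. Alox15, the lipoxygenase with which reticulocytes break down their organelles, was at least 12.7-fold higher in the 12 vincristine-treated rats (mean 10.09 on the log2 scale, limma adjusted p = 1.24e-10) than in the 12 control rats, where it passed the detection cutoff of 0.0005 on no array, so that the lowest signal of a detected probe on each array (mean 6.42) stands for it. The globin genes rose with it, on the log2 scale: Hba-a3 by 2.43 (SE 0.208, adjusted p = 4.53e-07), Hbb-b1 by 1.53 (SE 0.173), Hbb by 1.09 (SE 0.123, both adjusted p = 2.72e-05) and Hba-a1 by 0.60 (SE 0.0997, adjusted p = 0.00382). Ahsp, a chaperone of alpha globin, rose by 1.62 (SE 0.235), and Hemgn, a nuclear factor of red cell precursors (adjusted p = 0.00101), passed the detection cutoff on 4 of 12 vincristine arrays and on 0 of 12 control arrays. Among 15 measured genes of the red blood cell and reticulocyte list, 14 were higher (median +0.21), 5 passed over all probes and 8 adjusted over the list alone (adjusted p = 3.8e-37, and 0.000466 with an estimated correlation), a list that holds Alox15, which the paper picked from these arrays. Of 4 platelet and megakaryocyte genes, 3 were higher, led by Pf4, a chemokine of platelet granules (+1.56, adjusted over the list alone 0.000516), with an adjusted p of 0.0415 with an estimated correlation and 0.319 with the set block added. The 7 probes that fell were those of G3bp2, a stress granule protein (-0.62, SE 0.0814, adjusted p = 0.000217), Luzp1 (-0.57, SE 0.0652), the laminin chain gene Lamc1 (-0.55, SE 0.101, adjusted p = 0.0127), Zfp593 (-0.44), Pacsin2 (-0.42), Safb (-0.37) and Cnot2 (-0.35). All 14 changes, picked on these same arrays, had the same sign in 4 of 4 sets, which is no separate support. The neuropeptide genes Npy (+1.73) and Gal (+0.50), known to rise after nerve injury, were higher (adjusted over the list alone 0.00396 and 0.0064), while their list of 17 genes did not pass (adjusted p = 0.311). Fibroblast and matrix genes were lower (18 of 23, median -0.069, adjusted p = 2.3e-06, and 0.124 with an estimated correlation), as were myelinating Schwann cell genes (8 of 11, median -0.049, adjusted p = 0.00883, and 0.184), with Gldn and Hapln2 in front. Chemokine and cytokine genes were lower (9 of 13, median -0.072, adjusted p = 0.00205, and 0.182 with an estimated correlation), among them Cxcl9 (-1.01) and Cxcl10 (-0.78), which attract T cells. Skeletal muscle genes were higher on the vincristine arrays (13 of 14, median +0.62, adjusted p = 4.64e-07, and 0.184 with an estimated correlation). With the set as a block 42 probes passed (19 up, 23 down), and without 5 arrays high in muscle genes 6 did (4 up, 2 down), Alox15, Hba-a3, Hbb, Hbb-b1, G3bp2 and Luzp1.

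**Figure D2:**
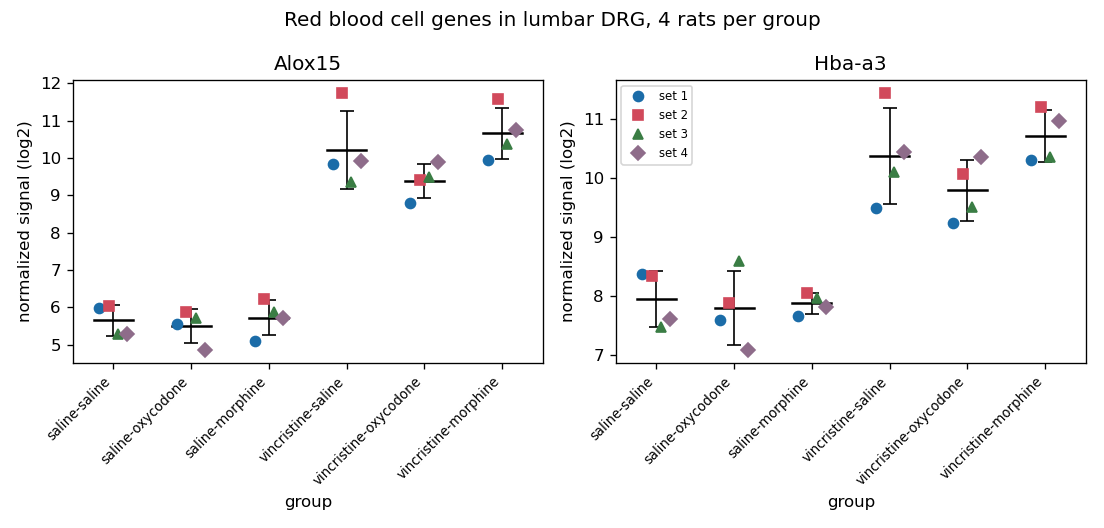
Normalized signal (log2) of Alox15 and of the globin gene Hba-a3 in the 6 groups. Each point is the array of 1 rat, with the colour giving its set, and the bar is the mean ± SD (n = 4).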

The complete list of dysregulated genes is catalogued in Table S1. Among these results, we report 145 genes that are differentially expressed after analgesic treatment in control rats (Table S1). This list could be applied to improve our understanding of the molecular mechanisms underlying chronic opioid treatment in steady state, and in particular the mechanisms of tolerance observed after chronic morphine treatment.

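In control rats the genes with the smallest p were 10 probes that differed by 0.22 to 0.48 on the log2 scale in size. Higher with morphine than with oxycodone were Mospd3 (+0.23, SE 0.0571, limma adjusted p = 1), the respiratory chain gene Ndufa7 (+0.25, SE 0.0705), Hdgf (+0.32, SE 0.0889), Atf4, a transcription factor of the stress response (+0.27, SE 0.0761), and the RNA-binding protein gene Pcbp2 (+0.30, SE 0.0924). Lower were Pyroxd2 (-0.36, SE 0.0983), Dele1, a mitochondrial stress sensor (-0.36, SE 0.102), Zfp593 (-0.48, SE 0.14), the Golgi gene Golga5 (-0.22, SE 0.0647) and the creatine transporter gene Slc6a8 (-0.23, SE 0.0707). Each of the 10 differences had the same sign in 4 of 4 sets and an adjusted p of 1, and 8 had the smallest two-sided exact permutation p that 4 rats against 4 allow (0.0286), with 0.0571 for Dele1 and Zfp593. As these genes were picked for their small p on the same arrays, the signs and the exact p are no separate support. Fibroblast and matrix genes were higher with morphine (21 of 23, median +0.13, adjusted p = 0.000253, and 0.608 with an estimated correlation), with Fap (+0.38), Lum (+0.31), Col5a1 (+0.23) and Col5a2 (+0.21) in front. Immediate early genes were higher too (10 of 14, median +0.077, adjusted p = 0.0312, and 0.608 with an estimated correlation), led by Zfp36 (+0.45) and Klf4 (+0.44), as were heat shock and unfolded protein response genes (15 of 22, median +0.081, adjusted p = 0.0134, and 0.608). Skeletal muscle genes stood higher on the morphine arrays (median +0.81, adjusted p = 0.799 with an estimated correlation), and +0.081 without the fourth saline-morphine array. With limma 268 probes (125 up, 143 down) for 218 genes had an unadjusted p under 0.05, and no probe passed the adjustment. Evenly spread p-values would give 352 of 7,043, but this fit leaves the set differences in its spread. Simulated data with set differences gave 66 unchanged probes under 0.05 between the opioids in vincristine-treated rats, so 352 is no measure of chance here. Nor is 66, since the simulated noise was independent for each probe, without any other correlation between probes. By the methods' test 203 probes had an unadjusted p under 0.05, and with the set as a block 704, again with no probe past the adjustment, while 1 probe, lower, passed without the arrays high in muscle genes. With each array centred on its median, the median of the kept probes moved to +0.19, and 132 of 135 probes with an unadjusted p under 0.05 were higher with morphine.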

In this study, we chose to investigate the molecular mechanisms controlling the sustained analgesic effect of oxycodone in neuropathic pain, as compared to morphine. Our analysis was focused on genes differentially expressed after analgesic treatment in vincristine-treated rats; we thus identified 37 genes (Table S1). 

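Between vincristine-morphine and vincristine-oxycodone treated rats, single genes differed by little against the spread of the rats, and no probe passed the adjustment with limma or by the methods' test. At an unadjusted limma p under 0.05 there were 53 probes (16 higher and 37 lower with morphine) for 37 genes, 14 of them higher and 23 lower. Glucocorticoid-responsive genes, which respond to adrenal steroids, were lower with morphine in all 13 measured members (median -0.26, adjusted p = 4.17e-11, and 0.153 with an estimated correlation), and the median within a set ran from -0.91 to 0.23. Fkbp5 (-0.58, SE 0.281) and Sgk1 (-0.32, SE 0.169) were among them, beside Fmo2 and Tsc22d3, which are in Table 1, so the list is not independent evidence. All 8 circadian clock genes were lower too (median -0.14, adjusted p = 0.00136, and 0.246 with an estimated correlation), with Per2 (-0.47, SE 0.274) and Per1 (-0.45, SE 0.31). Cholesterol synthesis genes were higher with morphine (18 of 21, median +0.052, adjusted p = 0.00879, and 0.246), led by Ggps1. Skeletal muscle genes differed between rats rather than evenly (median +0.85, adjusted p = 0.00324, and 0.576 with an estimated correlation), as 2 of 4 morphine and 2 of 4 oxycodone arrays were high in them. Without the arrays high in muscle genes, the median of the glucocorticoid-responsive genes was -0.37, and 110 probes had an unadjusted p under 0.05. With the set as a block that count was 186, again with no probe past the adjustment.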

The difference in gene expression between vincristine-morphine and vincristine-oxycodone conditions was calculated (Table 1), revealing 15 genes whose expression was up-regulated after morphine treatment; this can also be expressed as (vincristine-morphine gene expression) - (vincristine-oxycodone gene expression) >0. Furthermore, we identified 22 genes whose expression was up-regulated after oxycodone treatment; this can also be expressed as (vincristine-morphine gene expression) - (vincristine-oxycodone gene expression) <0 (Table 1). 

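Of the genes that stood higher with morphine, Alox15 had the smallest limma p (+1.27, SE 0.415, limma adjusted p = 1), with higher values in 4 of 4 sets and no overlap between the rats of both groups (two-sided exact permutation p = 0.0286, the smallest that 70 regroupings allow). Its value went with those of other red blood cell genes: Hba-a3 was +0.92 (SE 0.36, exact permutation p = 0.0571), Lgals5 +0.91 (SE 0.453), Ahsp +0.70 (SE 0.407) and Hemgn +0.52 (SE 0.304). In this list 13 of 15 genes were higher with morphine (median +0.13, adjusted p = 4.87e-06, and 0.246 with an estimated correlation). Without the arrays high in muscle genes the median was -0.0047 (adjusted p = 0.581), with Hba-a3 at +0.68. Eef2k, the kinase that slows translation elongation, was +1.30 (SE 0.566, exact permutation p = 0.0857), and its values over the 24 arrays lay in separate clusters, 7 low and 17 high. Ggps1, which makes a lipid for protein prenylation, was +0.31 (SE 0.12, exact permutation p = 0.171), and Ppie (+0.26, SE 0.104) and the lactate transporter gene Slc16a3 (past the detection cutoff on 2 of 4 morphine and 0 of 4 oxycodone arrays) both had an exact p of 0.143. The chemokine gene Ccl7 was +0.52 (SE 0.203, exact permutation p = 0.114) at signals that never reached the detection cutoff of 0.0005. Ccl7 was +0.30 without background correction or on the authors' values, +0.32 with array quality weights and +1.07 without the arrays high in muscle genes, where Ppie was +0.49. Its unadjusted limma p, under 0.05 here, rose above it with median centring, array quality weights, the methods' t-test with all spots or without those above 0.05, and without vincristine-morphine 4 (+0.44), vincristine-oxycodone 1 (+0.35) or 2 (+0.45).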

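On the oxycodone side, Rap1gds1, an exchange factor for small GTPases, was at least 1.2-fold lower with morphine, where it passed the detection cutoff on 0 of 4 arrays and with oxycodone on 4 of 4, and the membrane protein gene Gpr137b was lower too, detected on 0 and 1 of 4, both with the smallest possible two-sided exact permutation p, 0.0286. Bcas1, a gene of myelinating cells, was -0.36 (SE 0.117) and Reep5, which shapes the endoplasmic reticulum, -0.44 (SE 0.157), both with an exact permutation p of 0.0571, and Psmg2, a proteasome assembly chaperone, was -0.26 (SE 0.0904, exact p = 0.0286). Rap1gds1, Gpr137b, Psmg2 and Reep5 were lower with morphine in 4 of 4 sets, and Bcas1 in 3 of 4. Genes named here for either opioid were picked on these same arrays, so their signs over the sets and exact p are no separate support. The steroid-responsive genes of Table 1 were Fmo2 (-0.61, SE 0.266) and Tsc22d3, listed there as Dsipi (-0.28, SE 0.124), with two-sided exact permutation p-values of 0.171 and 0.143. They were -0.35 and -0.12 without vincristine-oxycodone 1, -0.19 and -0.11 with array quality weights, and -1.10 and -0.55 without the arrays high in muscle genes, and Fmo2 was -0.33 on the authors' values without spots above a detection p of 0.0005. The neuropeptide gene Cck was -0.44 (SE 0.154, exact permutation p = 0.0286), with no array past the detection cutoff of 0.0005, and -0.27 without background correction, -0.30 without vincristine-oxycodone 1 (unadjusted limma p then above 0.05) and -0.68 without the arrays high in muscle genes, where Reep5 was -0.22. All of these genes but Cck, whose probe was not kept, had a limma adjusted p of 1.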

Among the genes up-regulated after oxycodone treatment, we observed 3 genes that regulate receptor activity, classified in the ‘Receptor’ subcategory. Interestingly, these genes were: i) Gabbr2, coding for the GABA_B2_ receptor; and ii) Gabrb3 and Gabrg1, coding respectively for the GABA_A_ R subunit β3 and GABA_A_ R subunit γ1 (Table 2). 

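The GABA receptor list was tested with Gabbr1 and Gabbr2, the subunits of the GABA-B receptor, whose probes passed the detection filter. Both were lower with morphine than with oxycodone in vincristine-treated rats (median -0.13, adjusted p = 0.0365, and 0.246 with an estimated correlation), a list that is not independent evidence since the paper picked Gabbr2 from these arrays. Gabbr1 alone was -0.071 (SE 0.113, two-sided exact permutation p = 0.629). Genes of GABA synthesis, transport and breakdown went the other way, with 6 of 7 higher with morphine (median +0.06, adjusted p = 0.0261, and 0.153 with an estimated correlation). They included Gad1, which makes GABA (+0.38, SE 0.242), the GABA transporter gene Slc6a13 (+0.27, SE 0.201) and Abat, which breaks GABA down (+0.06, SE 0.0987), none of which passed adjusted over the list alone. In control rats the GABA receptor list had a median of +0.029 (adjusted p = 0.888) and the other list -0.026 (adjusted p = 0.977). Opioid receptor and opioid peptide genes (4 measured, median +0.091, adjusted p = 0.336) and genes of mu-opioid receptor signalling (14 measured, median -0.0048, adjusted p = 0.586) did not pass in the vincristine-treated rats.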

The differential expression of these three genes was significant between morphine- and oxycodone-treated rats after vincristine treatment.

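Gabbr2 had a normalized signal (log2) of 11.16 (SD 0.084) in vincristine-morphine and 11.36 (SD 0.125) in vincristine-oxycodone treated rats, a difference of -0.19 (SE 0.0937, 95% interval -0.39 to 0.0012). It was lower with morphine in 4 of 4 sets, with overlap between the groups (two-sided exact permutation p = 0.0571), and the limma adjusted p was 1. Gabrg1 was 5.28 (SD 0.189) with morphine and 5.52 (SD 0.0667) with oxycodone, a difference of -0.24 (SE 0.1, 95% interval -0.45 to -0.027). Its groups did not overlap, by a narrow margin (highest morphine array 5.464, lowest oxycodone array 5.47). The two-sided exact permutation p was therefore the smallest possible, 0.0286. The Gabrg1 probe had a detection p of at most 0.0005 on 0 of 24 arrays and of at most 0.05 on all 24, so it was tested beside the filtered probes and has no adjusted p. With the set as a block the 95% interval of Gabbr2 was -0.33 to -0.055, with an adjusted p again of 1. Without background correction, or on the authors' values, Gabrg1 was -0.13, and its unadjusted limma p, under 0.05 here, was above it with median centring, with an intensity trend and robust variance, by the methods' t-test with all spots or without those above 0.05, and without the arrays high in muscle genes. With single arrays left out it was above 0.05 too, without vincristine-morphine 1 (-0.20) or 4 (-0.17) and vincristine-oxycodone 2 (-0.20), and Gabbr2 was -0.25 without vincristine-oxycodone 1. On the arrays, tested without adjustment, the paper calls the GABA receptor genes different between the opioids in vincristine-treated rats. For Gabbr2 it also gives qPCR and protein staining, which were left out here.

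**Figure D3:**
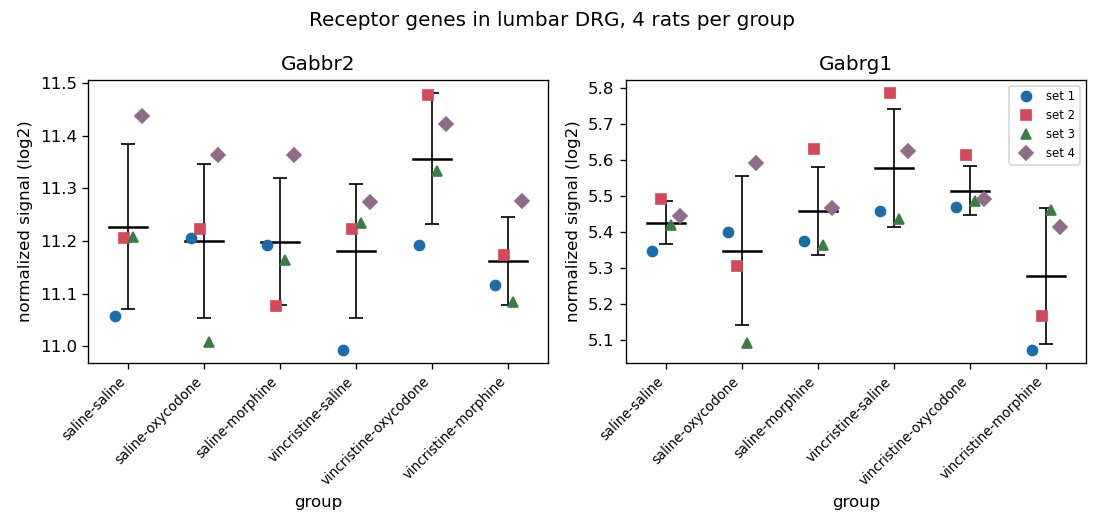
Normalized signal (log2) of Gabbr2 and Gabrg1 in the 6 groups. Each point is the array of 1 rat, with the colour giving its set, and the bar is the mean ± SD (n = 4). No Gabrg1 value reached the detection cutoff of 0.0005.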

**Table 1:** List of genes differentially regulated between vincristine-morphine vs. vincristine-oxycodone treated animals.

								Variance analysis Vin vs Control	Mor vs Oxy Vincritsine animals		Mor vs Oxy Control animals	
ACCESSION	SYMBOL	V-Mor	V-Oxy	V-NaCl	S-Mor	S-Oxy	S-NaCl	p	p	diff	p	diff
NM_144737	Fmo2	7,19	7,67	7,27	7,01	7,03	7,01	0,01	0,04	−0,48	0,92	−0,02
NM_145670	Bcas1	8,88	9,22	8,95	9,16	8,81	9,15	0,77	0,01	−0,34	0,01	0,35
NM_031345	Dsipi	11,74	12,02	11,78	11,86	11,83	11,71	0,52	0,04	−0,28	0,82	0,03
NM_012829	Cck	6,26	6,53	6,29	6,34	6,31	6,31	0,48	0,01	−0,27	0,79	0,03
NM_134398	P34	6,06	6,28	6,22	6,24	6,16	6,24	0,57	0,01	−0,22	0,26	0,08
NM_053349	Sox11	6,02	6,24	6,09	6,12	6,12	6,05	0,8	0,02	−0,22	0,98	0
NM_013066	Mtap2	6,16	6,39	6,33	6,29	6,18	6,35	0,73	0,03	−0,22	0,27	0,11
NM_001004132	Pctk1	8,5	8,71	8,54	8,84	8,73	8,7	0,01	0,04	−0,21	0,28	0,1
NM_203367	Zmynd11	6,2	6,4	6,48	6,43	6,34	6,41	0,5	0,02	−0,2	0,28	0,09
NM_001006985	Mrpl13	10,81	11,01	10,97	10,97	10,92	10,92	0,95	0,02	−0,2	0,46	0,06
NM_053555	Vamp5	8,05	8,25	8,18	8,15	8,13	8,12	0,62	0,03	−0,2	0,85	0,02
NM_031613	Tmod2	7,74	7,94	7,82	7,81	7,82	7,93	0,68	0,04	−0,19	0,93	−0,01
**NM_031802**	**Gabbr2**	**11,15**	**11,34**	**11,17**	**11,19**	**11,19**	**11,22**	**0,64**	**0,04**	**−0,19**	**0,99**	**0**
NM_012839	Cycs	12,27	12,44	12,4	12,33	12,22	12,33	0,11	0,04	−0,18	0,2	0,11
NM_134351	Mat2a	6,27	6,45	6,4	6,36	6,19	6,39	0,11	0,01	−0,18	0,01	0,17
XM_343564	Col5a2	9,93	10,1	10,12	10,14	9,93	10,18	0,45	0,04	−0,17	0,02	0,21
NM_001005884	Letm1	8,99	9,14	9,12	9,05	9,15	9,04	1	0,04	−0,15	0,15	−0,1
NM_080577	Nploc4	6,09	6,24	6,18	6,18	6,12	6,11	0,35	0,03	−0,14	0,38	0,05
NM_053527	Cdc5l	9,2	9,34	9,34	9,38	9,18	9,32	0,98	0,03	−0,14	0	0,2
**NM_080586**	**Gabrg1**	**6,16**	**6,29**	**6,33**	**6,26**	**6,2**	**6,24**	**0,43**	**0,04**	**−0,13**	**0,31**	**0,06**
**NM_017065**	**Gabrb3**	**5,95**	**6,07**	**6,01**	**6,07**	**6,05**	**6,06**	**0,08**	**0,01**	**−0,12**	**0,59**	**0,02**
NM_053483	Kpna2	9,33	9,45	9,41	9,4	9,49	9,41	0,28	0,04	−0,12	0,1	−0,1
NM_001004206	Pa2g4	6,03	5,92	5,98	6	5,99	5,96	0,8	0,01	0,1	NaN	NaN
NM_171993	Cdc20	6,43	6,32	6,35	6,38	6,55	6,44	0,01	0,04	0,11	0,01	−0,17
NM_053854	Nat2	6,04	5,92	6,03	6,01	6,12	6,04	0,05	0,02	0,11	0,02	−0,11
NM_031129	Tceb2	11,07	10,95	11	11,02	11,02	10,93	0,54	0,04	0,12	0,99	0
NM_021657	Phlpp	8,19	8,07	8,09	8,21	8,21	8,2	0,01	0,03	0,12	0,96	0
NM_133553	B3galt4	6,42	6,26	6,42	6,41	6,39	6,41	0,3	0,02	0,16	0,67	0,03
NM_058208	Socs2	6,33	6,13	6,1	6,12	6,19	6,23	0,85	0	0,2	0,24	−0,07
NM_017030	Pccb	6,7	6,5	6,6	6,66	6,57	6,66	0,48	0,01	0,2	0,25	0,09
NM_001004259	Pnkp	6,6	6,39	6,51	6,52	6,55	6,46	0,78	0,01	0,21	0,63	−0,03
NM_053719	Emb	8,22	8	8,16	8,03	8,11	8	0,15	0,03	0,22	0,38	−0,09
NM_001007626	Ggps1	7,43	7,18	7,26	7,2	7,34	7,24	0,61	0,02	0,24	0,16	−0,14
NM_030834	Slc16a3	6,94	6,66	6,76	6,73	6,72	6,6	0,19	0,04	0,28	0,92	0,01
NM_001007612	Ccl7	6,51	6,21	6,57	6,5	6,51	6,45	0,44	0,03	0,3	0,91	−0,01
NM_012947	Eef2k	8,77	7,65	8,67	7,65	8,92	9,18	0,48	0,04	1,12	0,03	−1,27
NM_031010	Alox15	10,66	9,43	10,22	6,43	6,29	6,38	0	0,01	1,22	0,74	0,13

Data are illustrated as follows: 1) Gene accession number; 2) Gene symbol; 3) Mean expression of the genes for the six different groups; 4) results of variance analysis between vincristine and control: p-value; 5) results of Student's t-test between morphine and oxycodone in vincristine-treated rats: p-value and expression difference (morphine – oxycodone); 6) results of Student's t-test between morphine and oxycodone in control rats: p-value and expression difference (morphine – oxycodone).

**Table 2:** Modification of genes regulating GABA receptor activity expression after oxycodone treatment.

	GABA_A_ R subunit β3	GABA_A_ R subunit γ1	GABA_B2_ R
**Mean Expression**			
Vincristine-morphine	5.95±0.05	6.16±0.10	11.15±0.08
Vincristine-oxycodone	6.07±0.09	6.29±0.04	11.34±0.12
Vincristine-saline	6.01±0.02	6.33±0.10	11.17±0.13
Control-morphine	6.07±0.03	6.26±0.07	11.19±0.12
Control-oxycodone	6.05±0.02	6.20±0.11	11.19±0.14
Control-saline	6.06±0.09	6.24±0.03	11.22±0.16
**Statistics**			
p-value vincristine vs. control	0.081	0.429	0.644
Difference of expression	−0.048	0.027	0.024
**p-value morphine vs. oxycodone in vincristine animals**	**0.012**	**0.038**	**0.047**
**Difference of expression**	**−0.118**	**−0.129**	**−0.192**
p-value morphine vs. oxycodone in control animals	0.591	0.312	0.992
Difference of expression	0.023	0.060	−0.001

Data are illustrated as follows: 1) Mean expression value for all groups; 2) Statistical analysis: results of variance analysis between vincristine and control: p-value and expression difference (vincristine – control); results of Student's t test between morphine and oxycodone in vincristine-treated rats: p-value and expression difference (morphine – oxycodone); results of Student's t test between morphine and oxycodone in control rats: p-value and expression difference (morphine – oxycodone). 

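In control rats Gabbr2 was 11.20 with either opioid, a difference of -0.0010 (95% interval -0.20 to 0.19, two-sided exact permutation p = 1). With each array centred on its median, both Gabbr2 and the median of the kept probes moved to +0.19 there, so this move was not particular to Gabbr2. Gabrg1 was +0.11 there (SE 0.1, exact permutation p = 0.371). Whether the opioid difference itself differs between vincristine-treated and control rats is the interaction, and for Gabbr2 it was -0.19 (95% interval -0.47 to 0.083, limma adjusted p = 1). For Gabrg1 it was -0.35 (95% interval -0.64 to -0.052), under the detection filter and so without an adjusted p, and -0.19 without background correction or on the authors' values. Its unadjusted p rose above 0.05 with an intensity trend and robust variance, without the arrays high in muscle genes, and without vincristine-morphine 1 (-0.31) or 4 (-0.28), saline-morphine 2 (-0.29) or saline-oxycodone 3 (-0.26). Over all kept probes no interaction passed with limma (210 at an unadjusted p under 0.05) or with the set block (618). The smallest p was that of Bcas1 (-0.73, SE 0.165, adjusted p = 0.789), a myelin-associated gene which was +0.38 in control rats and lower in vincristine-treated ones. Lyve1, a receptor of lymphatic vessels and some macrophages (-0.92, SE 0.256, and -0.54 on the authors' values without spots above a detection p of 0.0005), Cdr2 (-0.61, SE 0.184), Hdgf (-0.42, SE 0.126) and Cdc5l (-0.36, SE 0.101) came next, and Eef2k (+2.78, SE 0.801), Dele1 (+0.51, SE 0.145), Fam135a, Ppie (both +0.46) and Slc6a8 (+0.32) went the other way. Glucocorticoid-responsive genes had a negative interaction in 13 of 13 (median -0.36, adjusted p = 2.52e-05, and 0.617 with an estimated correlation), and fibroblast and matrix genes in 19 of 23 (median -0.20, adjusted p = 0.000123, and 0.617). With each array centred on its median, the median interaction of the kept probes was -0.189. Across both arms, 6 probes had an unadjusted p under 0.05 for morphine against oxycodone in each.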

The three genes regulating GABA receptor activity expression were exclusively modified after analgesic treatment in vincristine-treated animals.

Although we could not exclude a role of the GABA_A_ receptor in chronic opioid treatment, as reported in previous studies [29], [30], we chose to concentrate the second part of this study on GABA_B2_ receptor expression, and their potential role in the long-lasting analgesic effect of oxycodone on neuropathic pain.

### Chronic oxycodone treatment induced an increase in GABA_B2_ receptor expression in small diameter DRG neurons, as well as their terminals in superficial laminae of the dorsal horn

In order to validate our results, we verified the differential expression of the GABA_B2_ receptor (Gabbr2) in the DRG of vincristine-treated and control animals at the RNA and protein levels. Using qPCR, we observed an up-regulation of Gabbr2 expression in vincristine-oxycodone treated animals as compared to vincristine-morphine treated animals (1.91±0.48 *vs*. 0.47±0.24; p<0.05) (Figure 2D). At the protein level, GABA_B2_ receptors were exclusively expressed in small and medium diameter neurons in DRGs (size ≤34 μm, Figures 2A-C and E). The size distribution histogram of GABA_B2_ receptor immunoreactivity in DRG cells was similar in all animal groups, with a peak at 24 μm (Figure 2E). However, we observed an increase in the percentage of neurons positive for GABA_B2_ staining in oxycodone-treated animals as compared to morphine-treated animals, following vincristine treatment (Figure 2F). Moreover, quantification of the mean intensity of GABA_B2_ receptor staining showed a 53% increase in vincristine-oxycodone treated rats as compared to vincristine-morphine treated rats, and an 84% increase compared to vincristine-saline treated rats (Figure 2G).

**Figure 2:**
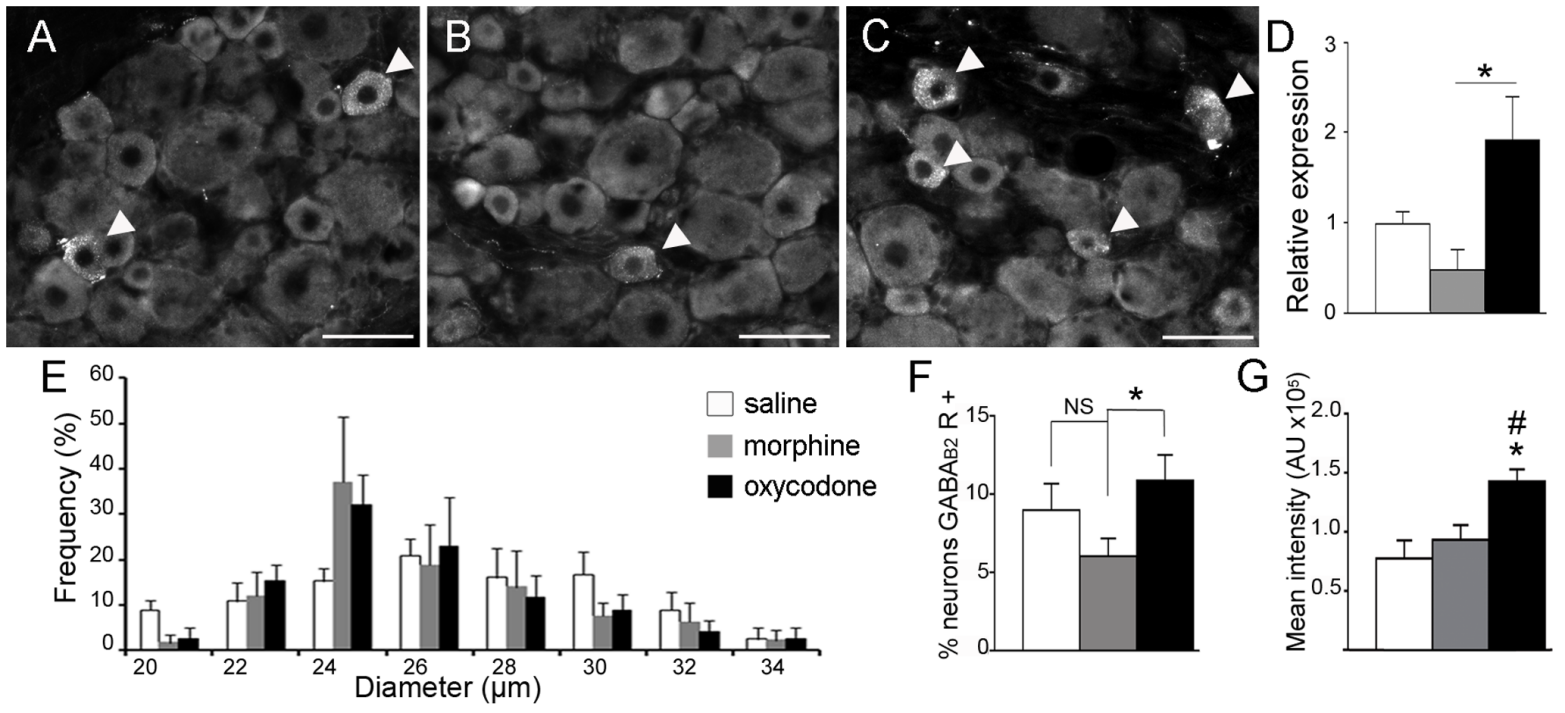
Up-regulation of GABA_B2_ receptor expression in small diameter DRG neurons after chronic oxycodone treatment. A–C: Immunofluorescent staining showing GABA_B2_ receptor immunoreactive neurons (arrowheads) in representative vincristine-saline (A), vincristine-morphine, (B) and vincristine-oxycodone (C) treated animals. Scale bars  = 50 μm. D: Relative expression of Gabbr2 in the DRG of vincristine-treated rats determined by qPCR. The results validate the up-regulation of the Gabbr2 gene observed by DNA microarray in the vincristine-oxycodone treated rat, as compared to a vincristine-morphine treated rat. Data obtained from vincristine-treated rats were normalized to control rat data (n = 4 per group; *p<0.05 between vincristine-oxycodone treated rats and vincristine-morphine treated rats). Data were expressed as mean ± SEM. E: Histogram showing the size distribution frequency of GABA_B2_ receptor expression in the DRG for all vincristine groups. Note that the size distribution frequency was identical in the three groups studied. F: Percentage of GABA_B2_ receptor-positive neurons in the three animal groups. Oxycodone induced an increased percentage of GABA_B2_ receptor-positive neurons as compared to morphine treatment. G: Analysis of the mean intensity of GABA_B2_ receptor staining in the three vincristine-treated animals. Oxycodone induced a 53% increase in GABA_B2_ receptor staining in vincristine-oxycodone treated rats as compared to vincristine-morphine treated rats, and an 84% increase as compared to vincristine-saline treated rats. (n = 4 vincristine-morphine treated rats, n = 4 vincristine-oxycodone treated rats, and n = 4 vincristine-saline treated rats) *p<0.05 between vincristine-oxycodone treated rats and vincristine-morphine treated rats; #p<0.05 between vincristine-oxycodone treated rats and vincristine-saline treated rats. Data are expressed as mean ± SEM.

In the spinal dorsal horn, the intensity of GABA_B2_ staining exhibited a significant increase in both lamina I and the outer part of lamina II (Figure 3A–D), with a 70% increase in lamina I only in the vincristine-oxycodone treated group (Figure 3E). In contrast, there was no significant change in the other groups, or in deep laminae (Figure 3D).

**Figure 3:**
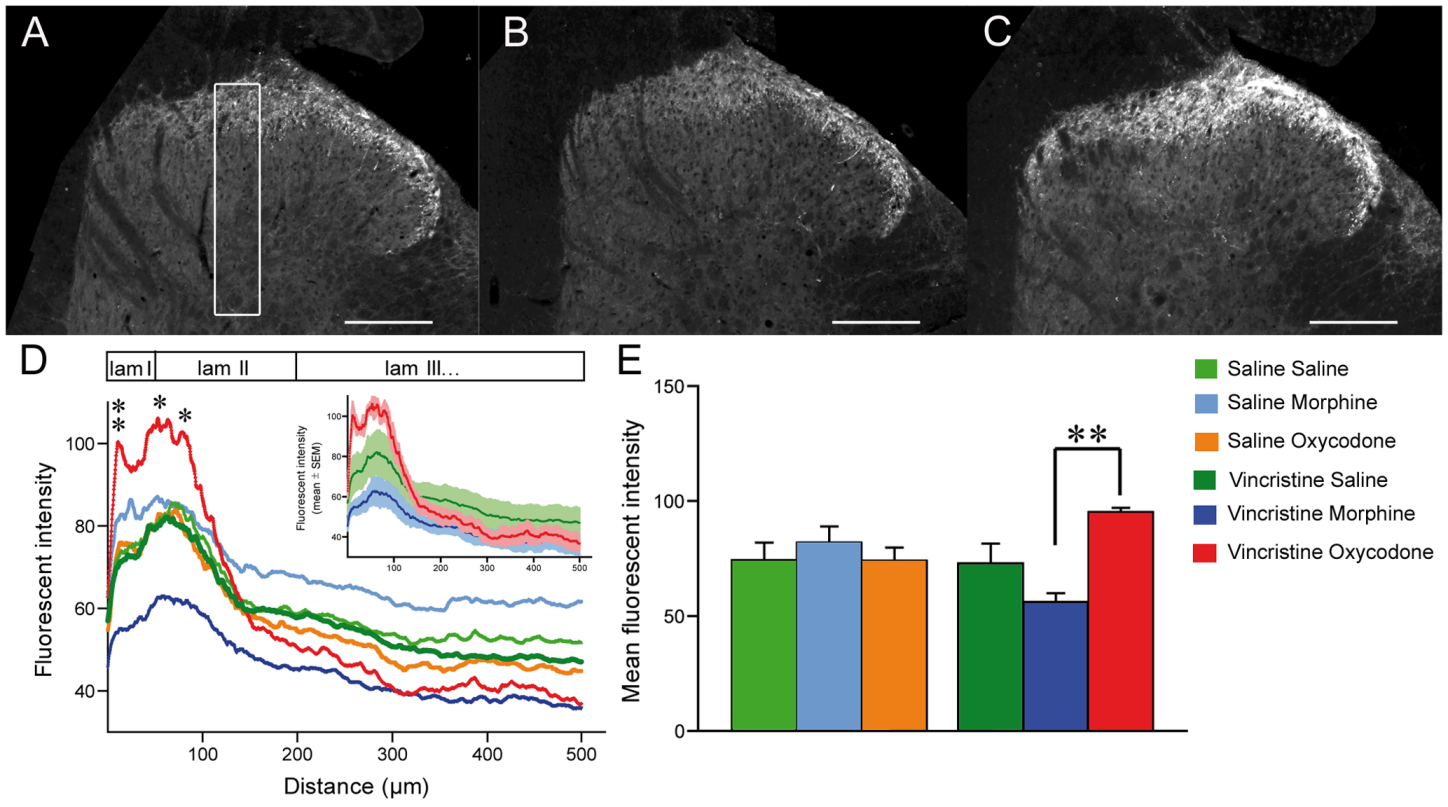
Up-regulation of GABA_B2_ receptor expression in superficial laminae of the spinal cord after chronic oxycodone treatment. A–C: Immunofluorescent staining showing GABA_B2_ receptor labelling in the dorsal horn in (A) vincristine-saline, (B) vincristine-morphine, and (C) vincristine-oxycodone treated animals. D: Analysis of the fluorescence intensity profiles of GABA_B2_ receptor immunoreactivity from superficial to deeper layers in control/vincristine treated animals chronically treated with saline, morphine or oxycodone. The selected zone was a vertical area in laminae I through IV (white selection in A). The insert shows the mean fluorescent intensity ± SEM in the three groups of vincristine-treated rats as mean ± SEM. For ease of reading, it was not possible to show the SEM of all groups. E: Mean fluorescent intensity of GABA_B2_ receptor immonoreactivity at the level of the first 50 μm of the spinal cord dorsal horn. Vincristine treatment did not alter the intensity of GABA_B2_ receptor staining as compared to saline-treated animals. However, oxycodone (but not morphine) significantly increased the intensity of GABA_B2_ receptor staining in the superficial lamina. (n = 4 vincristine-morphine treated rats; n = 4 saline-morphine treated rats), (n = 4 vincristine-oxycodone treated rats; n = 4 saline-oxycodone treated rats), and (n = 4 vincristine-saline treated rats; n = 4 saline-saline treated rats) *p<0.05 and **p<0.01 vincristine-oxycodone vs. vincristine-morphine. Data are expressed as mean ± SEM.

### Functionality and localisation of GABA_B2_ receptors

To be functional, GABA_B_ receptors must be organised as heterodimers comprising one GABA_B1_ and one GABA_B2_ subunit (for review see [31]). Using double immunostaining, we effectively observed their colocalisation in small and medium sized DRG neurons (Figure S3A–C) and in superficial layers of the dorsal horn (Figure S3D–F), suggesting that functional GABA_B_ receptors are expressed at these levels. In addition, we observed that GABA_B2_ receptors mainly colocalised within peptidergic CGRP-positive fibres (Figure S4A–C; Figure 4B–C–D, crossed arrows), and not in non-peptidergic IB4-positive terminals (Figure S4D–F). Notably, we observed that GABA_B2_ receptors were present in glutamatergic presynaptic terminals (vGlut2 positive) containing CGRP (Figure 4A–D, arrows).

**Figure 4:**
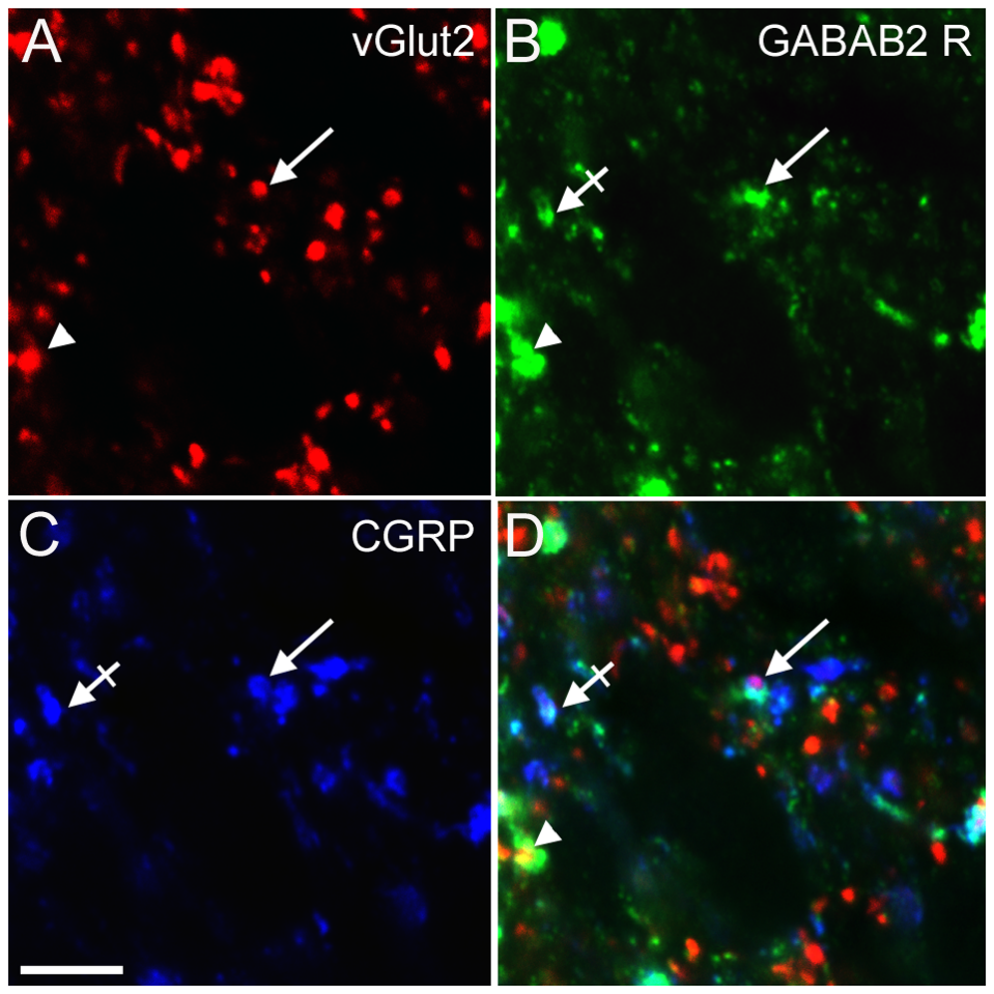
The GABA_B2_ receptor is located in CGRP-positive glutamatergic presynaptic terminals. Confocal images of triple immunostainings, comprised of vGlut2 (A, red), GABA_B2_ receptor (B, green) and CGRP (C, blue), in a vincristine-oxycodone treated animal. D is a merge of images A–C. We observed GABA_B2_ receptor expression in CGRP-immunoreactive glutamatergic presynaptic terminals (arrow). Glutamatergic presynaptic terminals immunoreactive for GABA_B2_ receptor were also observed (arrowhead), as well as CGRP-positive GABA_B2_ terminals (crossed arrow). Scale bar A-D = 5 μm.

We directly examined the role of GABA_B_ receptors in the long-lasting analgesic effect of oxycodone by assessing the effect of intrathecal administration of saclofen (10 μg), a selective GABA_B_ receptor antagonist [21], [22] (Figure 5A). The relieving effect of oxycodone on static mechanical allodynia was totally blocked by the antagonist (Figure 5B), whereas its analgesic effect on mechanical hyperalgesia was only partially blocked (Figure 5C). Interestingly, intrathecal administration of saclofen had no effect on the analgesic action of oxycodone after a single injection at D15 (Figure S5A–B). Moreover, in order to demonstrate the specific involvement of up-regulated GABA_B_ receptor function in the long-lasting analgesic effect of chronic oxycodone injection, we assessed the effect of an intrathecal administration of saclofen after a single injection (D15) and after chronic administration of morphine (D19). These results indicate that saclofen does not inhibit the effect of acute or chronic treatment of morphine on mechanical sensitivity in vincristine-treated rats (Figure S6A–B).

**Figure 5:**
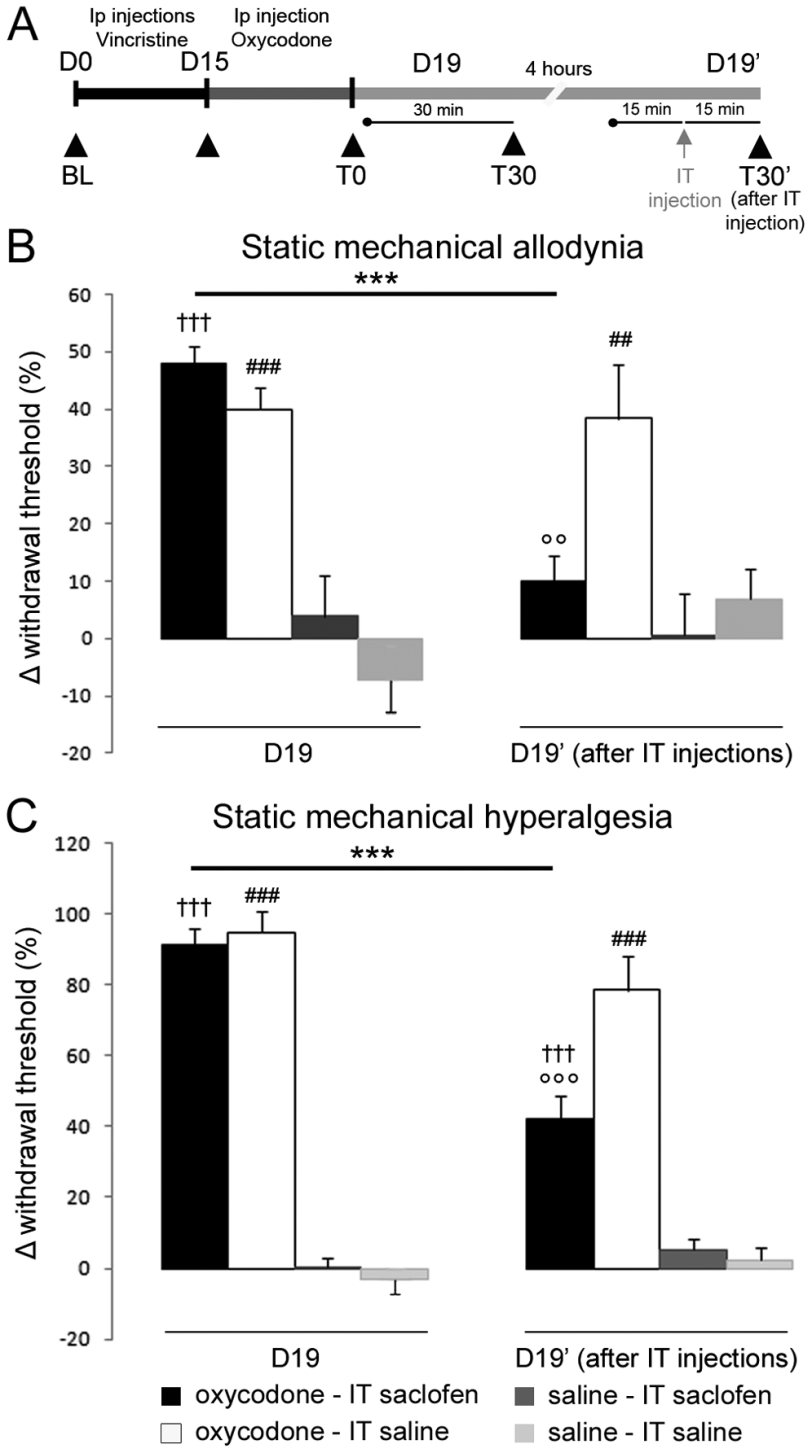
The long-lasting analgesic effect of oxycodone is reversed by i.t. injection of a GABA_B_ antagonist. A: Schematic representation of the experimental paradigm. Rats received i.p. injection of vincristine (black horizontal bar). The oxycodone treatment started at D15, while animals presented mechanical hyperalgesia (dark grey horizontal bar). Behavioural tests, illustrated by black triangles, were performed at D0 (BL), D15 and D19, before (T0) and 30 min after (T30) oxycodone injection, to control for the analgesic effect of oxycodone. The functional involvement of GABA_B_ receptors in this long-asting analgesic effect of oxycodone was tested by intrathecal (i.t.) injection of saclofen (10 μg) versus saline injection (grey arrow), 4 hours after the previous test (D19). Rats were injected again with oxycodone or saline (D19′). Fifteen minutes after this second injection, rats were injected intrathecally with saclofen or saline and tested 15 minutes after the i.t. injection (T30′). B, C: Effect of saclofen intrathecal injection on oxycodone's long-lasting effect on static mechanical allodynia (B) and static mechanical hyperalgesia (C). Results are expressed as mean δ withdrawal threshold ± SEM. The δ-withdrawal threshold was calculated using individual values as follows: 
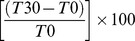
 at D19 and 
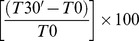
 at D19′. The results confirm the analgesic action of oxycodone (left panel, D19), and show that saclofen completely reversed the analgesic action on mechanical allodynia (B), while only partially reversing the effect on static mechanical hyperalgesia (C). (n = 6, vincristine-oxycodone-saclofen treated rats; n = 6, vincristine-oxycodone-saline treated rats; n = 6 vincristine-saline-saclofen treated rats; n = 6, vincristine-saline-saline treated rats). ***p<0.001: vincristine-oxycodone treated rats compared at different time points; ## P<0.01, ### p<0.001: vincristine-oxycodone treated rats vs. vincristine-saline treated rats; °°p<0.01, °°°p<0.001: vincristine-oxycodone-saclofen treated rats vs. vincristine-oxycodone-saline treated rats; ††† p<0.001: vincristine-oxycodone-saclofen treated rats vs. vincristine-saline-saclofen treated rats.

## Discussion

The aim of this study was two-fold: to better understand the mechanisms underlying the analgesic effect of both oxycodone and morphine; and to compare these mechanisms of action in a model of neuropathic pain induced by vincristine. Our results demonstrate that a large number of genes are dysregulated after opioid analgesic treatment in vincristine-treated animals. These findings also suggest an increased GABAergic tone in the superficial dorsal horn induced by oxycodone treatment that is mediated by GABA_B2_ receptor; this would explain the enhanced alleviation of chronic neuropathic pain that we observed.

### Attenuation of the analgesic effect of morphine

Vincristine-treated rats displayed all of the behavioural characteristics of peripheral sensory neuropathy observed in this model, *i.e*. static and dynamic mechanical allodynia and hyperalgesia [15], [17], [24], [32]. As previously described in both patients and animal models [2], [3], [5], [8], , we observed that administration of oxycodone or morphine alleviated symptoms of chronic neuropathic pain. However, repeated morphine injections lead to an attenuation of its analgesic effect, while oxycodone maintained a strong analgesic effect even after multiple injections. These observations are consistent with previous reports demonstrating morphine's inefficacy in the symptomatic relief of neuropathic pain in STZ-induced diabetes models [36], [37], as well as an observed slower rate of tolerance to oxycodone-6-oxyme (an oxycodone derivative compound) as compared to morphine in naive animals [18]. While morphine and oxycodone are both μ-opioid receptor agonists, previous studies have shown that these two opioids exhibit different efficiencies and distinct analgesic profiles in various pain models, such as the bone cancer pain model and the SNL model [33]. A more recent study from that same group has shown that modification of the μ-opioid receptor is responsible for the distinct analgesic effect of oxycodone and morphine, and that μ-opioid receptor activation is less attenuated by oxycodone than by morphine [38]. Although the authors of that study dismiss the hypothesis that, in the bone cancer pain model, a change in the number of μ-opioid receptors or a change in the μ-opioid receptor binding affinity might be the underlying mechanisms, these hypotheses remain valid in our model. Finally, as proposed by Nakamura *et al*., the differential activation of the μ-opioid receptor by oxycodone or morphine might be due to the mechanism that regulates GTP binding onto G proteins in the μ-receptor [38]. These changes in μ-opioid receptor activation might produce subtle but functionally important variations in intracellular cascade signalling, possibly leading to a modified gene expression that is observed after oxycodone treatment, but not after morphine treatment.

Previous studies have reported that repeated opiate administration alters gene expression in different regions of the nervous system in rodents [29], [30], [39], which may contribute to plastic changes associated with tolerance. It has also been shown that morphine treatment alters the expression of several receptors in the amygdala, including the GABA_A_ receptor [29]. Moreover, chronic treatment of morphine leads to a decrease in GABAergic tonus [40], [41]. 

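Against saline rather than oxycodone, Gabrg1, which encodes the GABA-A receptor subunit γ1, was -0.30 with morphine in vincristine-treated rats (95% interval -0.51 to -0.089, two-sided exact permutation p = 0.0857) and lower in 3 of 4 sets. In control rats the same comparison gave +0.033 (exact permutation p = 0.714), and whether the effect of morphine against saline differs between the arms was not tested. With oxycodone, Gabrg1 was -0.061 in vincristine-treated rats (exact permutation p = 0.657). The Gabrg1 signal was low, and no array reached the detection cutoff of 0.0005. Its group means were 5.28 to 5.58 after background correction, and 6.165 to 6.331 on the authors' values, which show none. Before correction and normalization, the median signal was 5.684 for probes below the filter and 8.462 for those kept. Without background correction, or on the authors' values, the difference between morphine and saline was -0.17, and by the methods' t-test it no longer had an unadjusted p under 0.05. Of the lists that were lower with morphine than with saline in vincristine-treated rats, macrophage and monocyte genes had 14 of 15 members lower (median -0.15, adjusted p = 4.48e-05, and 0.131 with an estimated correlation), such as Cd74 (-0.45, SE 0.213) and Aif1 (-0.24, SE 0.106).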

Our DNA microarray analysis confirms this down-regulation of GABA_A_ receptor subunits (β3 and γ1) in DRG neurons induced by chronic morphine treatment. The functional consequence of this decreased GABA_A_ receptor synthesis in DRG neurons could be a reduction in the spinal pre-synaptic GABAergic tone, ultimately resulting in a persistent alteration of synaptic signalling.

### DNA microarray analysis as a tool to dissect molecular mechanisms involved in opioid treatment

Our DNA microarray experiment was designed to address distinct yet complementary questions. First, which genes are differentially expressed by vincristine treatment at the end of the chronic analgesic treatment? This analysis is important to comprehending the mechanisms underlying the maintenance of neuropathic pain symptoms associated with vincristine treatment. Since our DNA microarray experiment was performed days after the end of the treatment and several weeks after the development of neuropathic pain [17], [28], these genes are likely to be involved in the maintenance (and not development) of neuropathic pain symptoms. Second, which genes are differentially expressed in control animals when they are chronically treated with oxycodone or morphine? As stated above, chronic morphine treatment leads to an attenuation of its analgesic effect and the development of tolerance. Understanding the different targets of gene alteration induced by morphine at a steady state is important to clarifying the molecular mechanisms involved in the drug action and the development of this tolerance. As a final point, analysing the genes differentially expressed by oxycodone or morphine treatment in vincristine-treated animals provides us with further insight into the molecular mechanisms controlling the sustained analgesic effect of opioids in the neuropathic pain state.

Although these points are all important to address, their thorough pursuit was beyond the scope of this study. Future studies that aim to inquire into these different questions should greatly benefit from the complete database of dysregulated genes that we report here.

### The GABA_B_ receptor is involved in the long-lasting analgesic effect of oxycodone

The spinal cord is the site of both pro- and anti-nociceptive modulations. Released from primary afferent fibres, Substance P (SP), CGRP and glutamate exacerbate neuronal activity and have a pro-nociceptive action. Conversely, activation of GABA_B_ receptors inhibits voltage-dependent calcium channels via G-protein-coupled adenylate cyclase [42], [43] and reduces the release of excitatory amino acids and SP from primary afferent terminals in the spinal cord [44], [45]. Therefore, an increase in the GABAergic tonus decreases neuronal excitation and has an anti-nociceptive property.

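In vincristine-treated rats Gabbr2, which encodes the GABA-B2 receptor, was +0.18 with oxycodone against saline (95% interval -0.020 to 0.37, two-sided exact permutation p = 0.114), and higher in 4 of 4 sets, and +0.11 without vincristine-saline 2. With morphine against saline it was -0.019 (SE 0.0937). With the set block the interval for oxycodone against saline was 0.037 to 0.31, with a limma adjusted p of 1 in either fit. In control rats the value for oxycodone against saline was -0.027, and for morphine against saline -0.028, both with an exact permutation p of 0.771. Group means of Gabbr2 were 11.18 (SD 0.127) with vincristine and saline and 11.23 (SD 0.156) with saline alone, and vincristine against control over all rats gave +0.025 (adjusted p = 1). Gabbr1, the other subunit of the receptor, was +0.092 with oxycodone against saline in vincristine-treated rats (SE 0.113, exact permutation p = 0.286). Genes of the excitatory transmitters in afferents did not stand apart between the opioids in these rats: Tac1, for substance P, was +0.09, Slc17a6, for a glutamate transporter, +0.09, and Calca, for CGRP, -0.02 at a signal under the filter. The mu-opioid receptor gene Oprm1, also under the filter, was -0.06.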

In vincristine-treated animals (but not in naive animals), chronic treatment with oxycodone specifically induced an up-regulation of GABA_B2_ receptor expression as compared to vincristine-morphine treated rats. We also found that GABA_B2_ receptors were expressed in superficial layers of the dorsal horn, particularly in glutamatergic presynaptic terminals containing CGRP. As previously reported, the up-regulation of GABA_B_ receptors in DRG neurons leads to an increase in inhibitory transmission tonus and a decrease in excitatory transmission tonus, which could explain the long-lasting analgesic effect observed during chronic oxycodone administration in neuropathic pain conditions. Our hypothesis is that the up-regulation of GABA_B2_ receptor expression in CGRP sensory afferents observed after chronic oxycodone treatment may counteract the increased neuronal excitability induced by vincristine treatment. The inhibition of oxycodone's analgesic effect following an intrathecal injection of a selective GABAB receptor antagonist confirms this hypothesis. Therefore, the alleviating effect of oxycodone in neuropathic pain condition seems to involve the spinal GABAergic tonus though GABAB receptors.

Although functional GABA_B_ receptors must be comprised of a heterodimer of GABA_B1_ and GABA_B2_ receptor subtypes to be active [31], some studies report tissues in which the expression of GABA_B1_ and GABA_B2_ receptors do not overlap. For example, some tissues only express GABA_B1_ receptor subtypes (and not GABA_B2_), suggesting a distinct role for GABA_B1_ in the absence of GABA_B2_ [25]. In addition, independent maturation of GABA_B1_ and GABA_B2_ receptor subtypes has been observed during postnatal development in the brain [46]. It has been demonstrated that no biochemical or functional responses from the GABA_B_ receptor (or homomeric GBR1 or GBR2) are detectable in the brain or retina of a GABA_B1_ -/- mouse mutant. [47]–[51]. There is a partial preservation of the GABA_B2_ receptor subtype staining in the brain of GABA_B1_ -/- juvenile mice, suggesting a functional role for GABA_B2_ receptor subtype proteins in the immature brain, in addition to its contribution as a dimer in GABA_B_ receptor complexes[46]. Together, these data suggest that the GABA_B1_ and GABA_B2_ receptor subtypes may play other roles, independent of the presence of their partner. We could not exclude a different role for the up-regulation of the GABA_B2_ receptor subtype in our model.

In conclusion, this study provides evidence that treatment with oxycodone produces a profound anti-nociceptive effect under a neuropathic pain-like state. Furthermore, our results reveal a thorough list of genes that are dysregulated in DRGs at the end of chronic analgesic treatment. These findings will be indispensable to future studies that aim to understand the analgesic effects of oxycodone as compared to morphine in chemotherapy-induced neuropathic pain.

## Supporting Information

Figure S1 **Anti-GABA_B2_ receptor antibody specificity.** A: Representative western blotting of one spinal cord lysate, using the anti-GABA_B2_ receptor antibody. A single band was observed at 106–110 kDa, corresponding to the expected weight of the GABA_B2_ receptor protein. B: Anti-GABA_B2_ immunostaining on a spinal cord section. Representative example of GABA_B2_ staining in the dorsal horn, located primarily in the superficial laminae (arrowheads). Some staining was observed in deep laminae as well (arrows). Spinal cord sections incubated without primary antibody showed no staining (data not shown).
(TIF)

Figure S2 **Time-course of dynamic mechanical sensitivity.** At D15, rats in all vincristine-treated groups suffered from dynamic mechanical allodynia (A) and hyperesthesia (B). A: Mean number of positive responses to the smooth paint-brush test. The measured dynamic mechanical allodynia was totally reversed after a single injection of morphine or oxycodone, although only oxycodone maintained an analgesic effect at the end of the chronic analgesic treatment (D19). B: Mean number of positive responses to the rough paint-brush test. Only oxycodone maintained an analgesic effect at the end of the chronic analgesic treatment (D19). All data are expressed as mean ± SEM. (n = 7 vincristine-morphine treated rats; n = 6 saline-morphine treated rats), (n = 7 vincristine-oxycodone treated rats; n = 6 saline-oxycodone treated rats), and (n = 7 vincristine-saline treated rats; n = 6 saline-saline treated rats). *p<0.05: vincristine-oxycodone treated rats vs. vincristine-morphine treated rats; † p<0.05, †† p<0.01: vincristine-oxycodone treated rats vs. vincristine-saline treated rats; § p<0.05: vincristine-morphine treated rats vs. vincristine-saline treated rats. For figure clarity, the statistical significance symbols for the vincristine vs. saline groups are not shown.
(TIF)

Figure S3 **Colocalisation between GABA_B1_ and GABA_B2_ receptors in sensory neurons.** **A–F**: Double immunostaining showing the colocalisation of GABA_B1_ receptor (A, D) with GABA_B2_ receptor (D, E) in the DRG (A–C) and in the spinal dorsal horn (D–F) of a representative vincristine-oxycodone treated animal. C and F are merged images of A and B, and D and E, respectively. The results indicate colocalisation of both GABA_B1 and_ GABA_B2_ in small DRG neurons (arrow in A, B and C) and in the superficial spinal dorsal horn (arrowheads in the magnification of D, E and F). A–C, scale bar  = 30 μm; D–F, scale bar  = 150 μm.
(TIF)

Figure S4 **The GABA_B2_ receptor and CGRP colocalise in superficial laminae of the dorsal horn.** A–C: Double immunostaining showing CGRP (A, C, red)/GABA_B2_ receptor (B, C, green) positive fibres in a vincristine-oxycodone treated animal. C is a merged image of A and B, showing colocalisation in laminae I and II. D–F: Double immunostaining of IB4 (D, F, green)/GABA_B2_ receptor (E, F, red) indicates little colocalisation in a vincristine-oxycodone treated animal. Colocalisation was observed principally in laminae II ‘out’. F is a merge of D and E. Scale bar  = 100 μm.
(TIF)

Figure S5 **The acute analgesic effect of oxycodone is not reversed by i.t. injection of a GABA_B_ antagonist.** A, B: Effect of intrathecal saclofen (10 μg) injection on the acute analgesic effect of oxycodone on static mechanical allodynia (A) and static mechanical hyperalgesia (B). After i.t. injection of saclofen, the analgesic effect of a single injection of oxycodone at D15 was not modified (ns: vincristine-oxycodone-saclofen treated rats vs. vincristine-oxycodone-saline treated rats). All data are expressed as mean ± SEM. ††† p<0.001: vincristine-oxycodone-saclofen treated rats vs. vincristine-saline-saclofen treated rats; ### p<0.001: vincristine-oxycodone-saline treated rats vs. vincristine-saline-saline treated rats.
(TIF)

Figure S6 **The analgesic effect of morphine is not modified by i.t. injection of a GABA _B_ antagonist.** A, B: Effect of intrathecal saclofen (10 μg) injection on the acute (D15) and chronic (D19) analgesic effect of morphine on static mechanical allodynia (A) and static mechanical hyperalgesia (B). After i.t. injection of saclofen, the analgesic effect of a single injection of morphine at D15 was not modified (ns: vincristine-morphine-saclofen treated rats vs. vincristine-morphine-saline treated rats). The analgesic effect of morphine was decreased at D19 as compared to D15 (as expected), and was not modified by the i.t. injection of saclofen (ns). All data are expressed as mean ± SEM. § p<0.05, §§§ p<0.001: vincristine-morphine-saclofen treated rats vs. vincristine-saline-saclofen treated rats; # p<0.05, ### p<0.001: vincristine-morphine-saline treated rats vs. vincristine-saline-saline treated rats.
(TIF)

Table S1 **Complete list of genes dysregulated at the end of analgesic treatment.** Data are illustrated as follows: 1) Gene accession number; 2) Gene symbol; 3) Mean expression of the genes for the six different groups; 4) ident: an identifying z-z-z for the statistical analysis significance (z corresponding to the three tests; z = 1 if the null hypothesis is rejected with a risk of 5% or z = 0); 5) results of variance analysis between vincristine and control: p-value; 6) results of Student's t test between morphine and oxycodone in vincristine-treated rats: p-value and expression difference (morphine – oxycodone); 7) results of Student's t test between morphine and oxycodone in control rats: p-value and expression difference (morphine – oxycodone). Peach highlight corresponds to an identifying number of 1_1_1 *i.e*. with a statistically significant difference between vincristine and control, and morphine and oxycodone in vincristine-treated rats, and between morphine and oxycodone in control rats. Yellow highlight corresponds to an identifying number of 1_0_1 *i.e*. with a statistically significant difference between vincristine and control, and between morphine and oxycodone in control rats. Green highlight corresponds to an identifying number of 1_0_0 *i.e*. with a statistically significant difference between vincristine and control, only. Purple highlight corresponds to an identifying number of 0_1_1 *i.e*. with a statistically significant difference between morphine and oxycodone in vincristine-treated rats, and between morphine and oxycodone in control rats. Blue highlight corresponds to an identifying number of 0_1_0 *i.e*. with a statistically significant difference between morphine and oxycodone in vincristine-treated rats, only. In this group, there was significant differential expression of several genes corresponding to the GABA_A_ R subunit β3 (Gabrb3), the GABA_A_ R subunit γ1 (Gabrg1), and the GABA_B2_ receptor (Gabbr2). Dark blue highlight corresponds to an identifying number of 0_0_1 *i.e*. with a statistically significant difference between morphine and oxycodone in control rats, only.
(DOC)

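Table S1 has 316 genes: 155 with a difference between vincristine and control, 37 between the opioids in vincristine-treated rats (15 higher and 22 lower with morphine) and 145 between them in control rats. By accession, 258 of its genes have a probe among the files, and for 237 all 6 group means match those of the authors' log2 values within 0.011. The means are therefore on the log2 scale, and the difference columns are log2 differences. All 237 have a detection p of at most 0.05 on every array, 161 of at most 0.0005 on every array, and 34 on none, and the detection filter used here keeps 192. Each p-value column can be matched to a test within 0.0061: a test whose spread is pooled over the 6 groups gives the p of 233 genes in vincristine-treated rats, 236 in control rats and 237 for vincristine against control. Student's t-test of only the groups compared gives the p of 28 and 23 genes in the opioid columns. Of the genes listed for vincristine-treated rats, 31 have a probe, all 31 with the same direction here, 16 were kept by the filter and 11 of those had an unadjusted limma p under 0.05. For control rats 120 have a probe, 119 with the same direction, 101 kept and 91 of those with such a p, and for vincristine against control 124, of which 91 were kept, 79 had such a p and 7 passed the adjustment. Fitted without the filter, 30 of the 31, 117 of the 120 and 118 of the 124 genes had an unadjusted limma p under 0.05, on the arrays they were called from.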

How the deposited data were processed for this re-analysis (not part of the article)

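Lumbar DRG of 24 rats were measured on Illumina RatRef-12 arrays with 22,517 probes, 1 array per rat and 4 rats in each of 6 groups (vincristine or saline, then morphine, oxycodone or saline). The authors deposited signal intensities that are not normalized between arrays, as bead summary signals on a linear scale with no background subtracted, with a median of 48.6 to 72.8 per array. Beside them stand the detection p-values that the authors deposited, in steps of 1 over 825, so that a value of 0.0005 or less means 0. The authors also deposited log2 values, which are the log2 signals after quantile normalization over the 24 arrays, with no background correction seen in the values. The methods exclude spots with a detection p above 0.05%, and apply a two-way ANOVA and Student's t-tests with no adjustment. The sources used here do not state the scanner software, the normalization or which array lay on which slide.

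From the signal intensities, background correction and quantile normalization were computed with neqc of limma 3.58.1 in R 4.3.3, with tables read by data.table 1.17.8. Of the probes, 13,787 were assigned to 1 gene and 8,730 to none, with symbols updated by Entrez identifier for 13,747, by accession for 5 and not updated for 35. Probes with a detection p of at most 0.0005 on at least 4 of 24 arrays were kept: 7,043 probes, of which 5,728 reached this on all arrays. Before background correction and normalization their median signal was 8.462 on the log2 scale, against 5.684 for the 15,474 probes not kept. A linear model with 6 group means was fitted to all 24 arrays with lmFit and eBayes, with 18 residual degrees of freedom. Comparisons were morphine with oxycodone in vincristine-treated and in control rats, vincristine with control over the 3 drug groups, the interaction of vincristine and opioid, and each opioid with saline in each arm. The p-values were adjusted by the Benjamini-Hochberg method at 0.05 within each comparison. Values of single genes between groups of 4 rats were also tested by two-sided exact permutation over 70 regroupings. Within groups the 4 arrays limit the precision to a median standard error of 0.118 on the log2 scale.

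Gene groups were tested with camera of limma on 32 lists with 879 genes, with a preset correlation of 0.01 and beside it an estimated one, adjusted over the lists. The lists cover GABA receptor subunits, GABA synthesis, transport and breakdown, opioid receptors and opioid peptides, mu-opioid receptor signalling, peptidergic and non-peptidergic nociceptors, large-diameter sensory neurons, nerve injury and regeneration, voltage-gated channels, microtubules and tubulins, and satellite glia. They also cover myelinating Schwann cells, fibroblasts and matrix, endothelial cells, macrophages and monocytes, neutrophils, lymphocytes, chemokines and cytokines, red blood cells and reticulocytes, platelets and megakaryocytes, proliferation, the circadian clock, and glucocorticoid-responsive genes. The rest are immediate early genes, heat shock and the unfolded protein response, cholesterol synthesis, oxidative phosphorylation, the proteasome, ribosomal proteins, skeletal muscle, adipocytes, and meningeal and central nervous system genes. The lists, the comparisons, the filter and the rule for named genes were fixed before the data were examined, when the tables of the paper had been seen. The rule takes the genes that the paper's results and discussion name, the genes of Table 1 with a reported difference of at least 0.25 in size, up to 12 genes per direction past the adjusted threshold or else the 5 with the smallest p, and 4 members per list. The comparison of both opioids with saline together was added after the single comparisons had been seen.

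In the table of signals the arrays stand in 4 runs of 6 neighbouring columns, each with 1 array of every group, and these sets go with the first principal component. The residuals of arrays of the same set correlated with a mean r of 0.412 (53 of 60 pairs over 0.1), and 22 of 24 arrays were closest to their own set. What the sets are is not given in the sources used here, and a fit with the set as a block was added as an alternative. Other alternatives were quantile normalization without background correction, median centring, the authors' log2 values, looser, stricter and no detection filter, only the arrays compared, an intensity trend with robust variance, array weights, the methods' t-test in 3 forms, the replicate number, the title number or the side of the table as a block, each array left out, the mean of all probes of a gene, a test with the spread pooled over the 6 groups, and 5 arrays left out with a mean above 7.5 on the log2 scale over the skeletal muscle genes. The last 2 of these, the set block and the block by side of the table were added after values had been seen. The model fits and the list tests were run on simulated log2 values of 7,043 probes, 50 of them changed at each of 4 sizes. Noise was drawn independently for each probe. Background correction, normalization, the detection filter and the exact permutation tests were not part of this. For vincristine with control, limma recovered 58% of the probes changed by 0.25, 90% at 0.5 and 96% at 1 on the log2 scale, with 2 false calls. Between groups of 4 rats it recovered none at 0.25, 50% at 0.5 and 88% at 1, with 1 false call, and with the set block 40%, 78% and 98% with 8 false calls. RT-qPCR, immunohistochemistry, Western blots and behaviour were left out because the values used here are those of the arrays. One gene that the paper names is not reported here.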

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

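Values that stood apart were searched by fixed rules, and the tests of the sets, of blood of the same composition, of red blood cell RNA and of the time of day were chosen only after the results were seen. In vincristine-treated rats the red blood cell and reticulocyte genes, a group that the paper does not report, were higher (median +0.206 on the log2 scale, higher in 14 of 15 genes). A difference between the sets of arrays is argued against, since the lowest median within a set was +0.149 and the highest 0.412. Alox15 rose by 2.04 more (SE 0.146) than the globin probe with the largest difference, but it passed the detection cutoff on no control array. With the control arrays set to the detection floor it still rose by at least 3.67, against 2.43 for that probe. More blood of the same composition nevertheless stays open, since this rests on a single gene. The 4 globin probes themselves rose by amounts from 0.603 to 2.43, so they gave no common rise to set it against. Their rise was smaller the brighter the probe, from Hba-a3 (mean 9.08) to Hba-a1 (mean 13.62), so unequal rises do not show that the blood itself rose unequally. More blood of every cell type stays open: the list lay 0.223 above the 5 measured neutrophil and lymphocyte genes, with a standard error over the sets of 0.272. A larger share of young red cells in the blood of these ganglia stays open as well, as a hypothesis found on the same data and not tested here.

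Heat shock and unfolded protein response genes were higher with the opioids than with saline (median +0.185), also a comparison that the paper does not report. A difference between the sets is argued against, since the lowest median within a set was +0.16 and the highest 0.225. Another time of day at dissection stays open, since the day phase clock genes Per1 and Per2 had a mean difference of +0.104 (SE 0.151) and no night phase gene passed the filter. A stress hormone response may also take part: the 13 glucocorticoid-responsive genes, none of them in the chaperone list, had a median of +0.105 (SE 0.0641 over the sets), and 2 standard errors above it lies 0.233.

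Eef2k values fell into separate clusters, with 7 arrays at 6.44 to 7.26 in 3 of the groups and 17 arrays at 8.51 to 9.63. A difference between the sets is argued against, since low values occurred in 4 of 4 sets. A variant carried by some of the rats, under the single probe, stays open. The largest gap between neighbouring values was 0.392 of their range, but this restates the clusters and does not tell a variant from other causes.

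The interaction of vincristine and opioid had a small unadjusted limma p for Gabrg1 (0.0236), Bcas1 (0.000224), Cck (0.0377) and Eef2k (0.00233), and none of the kept probes passed the adjustment.

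Of 474 groups of 4 values over 79 genes, 27 held 1 array far from the other 3, by a gap that took up most of the group's range (Dixon's criterion at 5%), and chance gives about 1 in 20 groups. Of these arrays 14 were in set 2, 6 in set 1, 4 in set 3 and 3 in set 4. Among genes that the paper names the share was 0.85 for Gabrg1 in vincristine-oxycodone rats, 0.916 for Slc17a6 and 0.854 for Eef2k in saline-morphine rats, 0.898 for Tsc22d3 in saline-saline rats and 0.881 for Ccl7 in saline-oxycodone rats. Among genes of the vincristine comparison it was 0.853 for Ahsp in vincristine-oxycodone, 0.883 for Hbb-b1 in saline-oxycodone, 0.944 for Hemgn in saline-saline, 0.924 for Hba-a1 in vincristine-morphine, 0.892 and 0.833 for Lamc1 in vincristine-oxycodone and vincristine-saline, and 0.865 for Cnot2 in saline-morphine rats. In the comparisons between the opioids it was 0.873 for Rap1gds1 in saline-morphine, 0.95 for Fam135a in vincristine-morphine and 0.913 for Lyve1 in vincristine-oxycodone rats.

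In the comparisons with saline the share was 0.94 for Creld2, 0.887 for Nr1d1 and 0.914 for Isyna1 in vincristine-morphine rats, 0.871 for Enpp3, 0.877 for Nfil3 and 0.832 for Hspa5 in vincristine-saline rats, and 0.851 for Dcn in vincristine-oxycodone rats. It was 0.881 for Pdia4, 0.84 for Pdgfrl and 0.932 for Gsn in saline-saline rats, and 0.883 for Nfil3 and 0.843 for Isyna1 in saline-oxycodone rats.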

How the results depend on the processing

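The set block, the block by side of the table, the pooled-spread test, the comparison of both opioids with saline together and the setting without the arrays high in muscle genes were chosen after values had been seen. Under these and the planned settings the red blood cell list stayed higher with vincristine and the chaperone list higher with the opioids, and morphine and oxycodone differed in no probe after adjustment in vincristine-treated rats. The lists that passed with the preset correlation passed with the estimated one in 7 of 72 results only. Of 22,517 probes, 7,043 passed the detection filter. Where a value below changed, the cause was not tested, apart from filters, which change the number of probes tested, and left-out arrays, which lower the number of rats.

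Replicate numbers, which every group shares, did not pair the samples over all 6 groups: residuals of arrays with the same number correlated with a mean r of 0.0447 (30 of 60 pairs over 0.1), and 15 of 24 arrays were closest to their own number. The replicate number is the number of the set in 3 of 3 groups of control rats (mean r 0.398, 10 of 12 pairs over 0.1) and in 1 of 3 groups of vincristine-treated rats (mean r -0.15, 4 of 12). With the replicate block 16 probes passed for vincristine with control, 5 for opioid with saline (4 up, 1 down) in place of 8, and the unadjusted limma p of Gabbr2 between the opioids in vincristine-treated rats (-0.19, above 0.05 in the planned analysis) fell below 0.05. Title numbers gave a mean r of 0.00982, and with the title number block 1 probe passed for the interaction, 1 for opioid with saline, and Gabbr2 for morphine with saline turned to +0.077. With the set block 42 probes (19 up, 23 down) passed for vincristine with control, 22 (17 up, 5 down) for opioid with saline, 1 for morphine with saline in vincristine-treated rats, and 2 for each opioid with saline in control rats. Its unadjusted counts were 186, 704 and 466 for the opioids in vincristine-treated rats, in control rats, and for vincristine, and the unadjusted p of Gabbr2 (-0.19) was below 0.05. With the block by side of the table Gabbr2 (-0.19) was below 0.05 unadjusted too. A block for the slide was not run because the labels name no slide.

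Unadjusted counts between the opioids in vincristine-treated rats, in control rats, and for vincristine with control were 53, 268 and 195. Median centring gave 12, 135 (132 up, 3 down) and 68, 1 probe for opioid with saline, Gabrg1 at -0.22, no longer below 0.05 unadjusted, Actb at +0.0059 and Gabbr2 in control rats at +0.19. It moved the median of the kept probes to +0.19 in control rats and to -0.189 in the interaction. A detection p of at most 0.05 on at least 4 arrays gave 203, 476 and 413, with 25 probes for vincristine. No filter gave 572, 902 and 794, 3 probes for opioid with saline, Gabbr2 (-0.19) below 0.05 unadjusted and -0.013 for the GABA receptor list between oxycodone and saline in vincristine-treated rats. Detection on all 24 arrays gave 9 probes for vincristine and Gabbr2 (-0.19) below 0.05 unadjusted, and has no value for Gabrg1. With only the arrays compared 153 probes had an unadjusted p under 0.05 in control rats. With intensity trend and robust variance the unadjusted p of Gabbr2 (-0.19) fell below 0.05 and that of Gabrg1 (-0.24) rose above it. Quantile normalization without background correction and the authors' values each gave -0.19 for Gabbr2, below 0.05 unadjusted. Array quality weights gave 135, 696 and 359, 23 probes for vincristine, 22 for opioid with saline, 10 for morphine with saline in control rats, Gabbr2 at -0.23, below 0.05 unadjusted, and at +0.036 in control rats, Tubb3 at -0.0026, and the Schwann cell list at -0.047 for oxycodone with saline in vincristine-treated rats.

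By the methods' t-test Gabbr2 (-0.19) was below 0.05 unadjusted and Gabrg1 (-0.24) above it, with 3 probes for opioid with saline. On the authors' values without spots above 0.0005 it gave -0.19 for Gabbr2, again below 0.05, 9 probes for vincristine and 1 for the interaction. Without spots above 0.05 it gave counts of 214 between the opioids in vincristine-treated rats and 354 for vincristine, -0.19 for Gabbr2 (below 0.05), -0.13 for Gabrg1 (above it) and 3 probes for opioid with saline. The pooled-spread test gave 241, 504 and 395, Gabbr2 (-0.19) below 0.05 unadjusted, 3 probes for opioid with saline and +0.023 for the red blood cell list between morphine and saline in vincristine-treated rats, where camera's direction turned.

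Without the 5 arrays high in skeletal muscle genes, 6 probes (4 up, 2 down) passed for vincristine, 1 for opioid with saline, 1 lower with morphine than with oxycodone and 1 lower with morphine than with saline in control rats. Between the opioids in vincristine-treated rats 110 probes (30 up, 80 down) had an unadjusted p under 0.05, with Gabrg1 at -0.27, above 0.05 unadjusted, Tubb3 at -0.0039 and the adipocyte list at -0.082. Between morphine and saline there the red blood cell list was -0.016 and the skeletal muscle list -0.082, and the latter was -0.19 with oxycodone, -0.0079 with morphine in control rats and -0.10 for opioid with saline.

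With 1 array left out at a time, Gabrg1 between the opioids in vincristine-treated rats ran from -0.30 (without vincristine-morphine 2) to -0.17, and its unadjusted limma p rose above 0.05 without vincristine-morphine 1 (-0.20) or 4 (-0.17) and vincristine-oxycodone 2 (-0.20). Gabbr2 ran from -0.25 to -0.15 (without vincristine-oxycodone 2), and its p fell below 0.05 unadjusted without vincristine-morphine 3 (-0.23) or vincristine-oxycodone 1 (-0.25). Unadjusted counts were 81 in vincristine-treated rats without vincristine-morphine 4, and 560, 172 and 152 in control rats without saline-oxycodone 1, 3 and 4. For opioid with saline 3 probes passed without vincristine-morphine 3, vincristine-saline 3 or 4, saline-morphine 3, or saline-saline 1 or 3, 4 without saline-saline 4, and 5 without vincristine-morphine 2, vincristine-oxycodone 3 or vincristine-saline 2. Values near 0 changed sign: without vincristine-morphine 2 Calca was +0.0022 (lowest -0.053, without vincristine-morphine 1), Tubb3 -0.020 and Gabbr2 against saline +0.0074. Tubb3 was -0.051 without vincristine-morphine 3, -0.0043 without vincristine-oxycodone 2 and at most +0.073 (without vincristine-morphine 1), and Gabbr1 was +0.00092 without vincristine-morphine 4 and at lowest -0.16 without vincristine-morphine 2. Gabbr2 for morphine with saline was +0.013 without vincristine-saline 4 and at lowest -0.081 without vincristine-saline 2, and Gabrg1 for oxycodone with saline +0.0087 without vincristine-saline 1 and at lowest -0.11 without vincristine-saline 3. The muscle list between the opioids in control rats was +0.081 without saline-morphine 4, where camera's direction turned, and at most +1.14 without saline-morphine 3. Gabbr2 between the opioids in control rats was +0.0015, +0.040 and +0.011 without saline-morphine 1, 2 and 3, and +0.0010, +0.0063 and +0.053 without saline-oxycodone 1, 2 and 4, and at lowest -0.065 without saline-oxycodone 3.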

Differences from the paper's values

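The pooled-spread test, the set block, the block by side of the table and the setting without the arrays high in muscle genes were chosen after the values had been seen, and the other settings named here were fixed before. The paper gives 757 differentially expressed probes over its 3 tests, and 488 had an unadjusted limma p under 0.05 here. A count is taken as differing from the paper's where one is over 1.5 times the other, and this count does not differ by that rule with a detection p of at most 0.05 on at least 4 arrays (1,028), array quality weights (1,096), the methods' t-test on the authors' values without spots above a detection p of 0.05 (859) and the replicate block (522). It still differed with quantile normalization without background correction or the authors' values (both 486), median centring (202), no filter (2,127), detection on all 24 arrays (396), only the arrays compared (384), intensity trend and robust variance (474), the methods' t-test (467), the same test without spots above 0.0005 (425) and the title number block (412). The pooled-spread test, chosen after seeing the values, gave 1,042 probes and drops 1 of 31, 2 of 120 and 1 of 124 of the paper's genes that have a probe, in vincristine-treated rats, in control rats and for vincristine. The block by side of the table, also chosen after seeing the values, gave 531 and drops 18, 28 and 45 of them.

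For control rats the paper gives 145 genes between the opioids, and 218 were found here. The title number block gave 145 genes, the value of the paper, and the count is within 1.5 times the paper's with the authors' values or quantile normalization without background correction (both 217), median centring (111), detection on all 24 arrays (192), only the arrays compared (117), intensity trend and robust variance (209), the methods' t-test (158) and the same test without spots above 0.0005 (147). It differed with a detection p of at most 0.05 on at least 4 arrays (346), no filter (592), array quality weights (569), the methods' t-test without spots above 0.05 (245) and the replicate block (226). An equal count is not the same genes: the title number block drops 67 of the 120 genes of the paper that have a probe. The setting without the arrays high in muscle genes, chosen after seeing the values, also gave 145 genes and drops 76 of the 120.

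For vincristine-treated rats both counts are 37 genes, and 11 of the paper's genes are among those found here. The filter kept 16 of the 31 paper genes with a probe, and without it 30 had an unadjusted limma p under 0.05. The count was 38 with the authors' values, 25 with detection on all 24 arrays, 46 with the replicate block and 11 with median centring. The methods' t-test gave 63, and 62 or 151 without spots above 0.0005 or 0.05. Array quality weights gave 104, the looser filter 130, no filter 325 and the set block, chosen after seeing the values, 142. The p-values of Table S1 are matched within 0.0061 by a test with the spread pooled over the 6 groups for 233 of 237 genes in vincristine-treated rats and 236 in control rats, and by Student's t-test of the groups compared for 28 and 23. Of the genes in that table, 34 of 237 had no array at or below a detection p of 0.0005, the cutoff that the methods state, and Gabrg1, Cck and Ccl7 are such genes.

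The paper calls Gabbr2 significant between the opioids in vincristine-treated rats, at the paper's p of 0.047, where limma gave an unadjusted p of 0.0513 here and 0.0475 on the authors' values, and the exact permutation p was 0.0571. Unadjusted, Gabbr2 was also below 0.05 with quantile normalization without background correction, no filter, detection on all 24 arrays, intensity trend and robust variance, array quality weights, the methods' t-test in its 3 forms, the replicate block, the set block, the block by side of the table and the pooled-spread test. Gabrg1 was below 0.05 in the planned analysis and above it with median centring, intensity trend and robust variance, the methods' t-test with all spots or without those above 0.05, and without the arrays high in muscle genes. Gabbr2, Gabrg1 and the other genes of Table 1 and Table S1 are called there without adjustment, and with limma none passed the adjustment between the opioids. The paper states that the GABA receptor genes changed exclusively in vincristine-treated rats, and the interaction of Gabbr2 was -0.19, with a 95% interval of -0.47 to 0.083, and that of Gabrg1, under the detection filter, -0.35, with a 95% interval of -0.64 to -0.052, and -0.19 on the authors' values, with an unadjusted p above 0.05 in 2 of 16 settings and with 4 of 16 arrays left out in turn. It describes GABA-A receptor subunits as lower after chronic morphine, and Gabrg1 was -0.30 against saline in vincristine-treated rats and +0.033 in control rats. It describes GABA-B2 receptor expression as raised by oxycodone as compared with morphine in vincristine-treated rats. For this it gives qPCR, protein staining and a receptor antagonist beside the arrays, and these were left out here. On the arrays, Gabbr2 RNA with oxycodone against saline, a contrast that the paper does not test, was +0.18 in vincristine-treated rats (exact permutation p = 0.114).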

Other observations

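The comparison of both opioids with saline together, the set block and the splits for the unadjusted counts within the sets were chosen after the results were seen. In vincristine-treated rats, glucocorticoid-responsive genes were higher with oxycodone than with saline in 13 of 13 (median +0.25, adjusted p = 1.34e-09, and 0.139 with an estimated correlation), such as Fkbp5 (+0.50, SE 0.281) and Tsc22d3 (+0.25, SE 0.124). With morphine against saline their median was -0.052 (adjusted p = 0.857). Over all drugs they were higher with vincristine (10 of 13, median +0.14, adjusted p = 3.62e-05, and 0.188), as were clock genes (7 of 8, median +0.065, adjusted p = 0.0014, and 0.188), with Per1 at +0.56, and adipocyte genes (7 of 7, median +0.15, adjusted p = 0.00158, and 0.188). Cholesterol synthesis genes were lower with vincristine (17 of 21, median -0.044, adjusted p = 0.00883, and 0.193), and ribosomal protein genes higher (40 of 54, median +0.021, adjusted p = 0.0479, and 0.569). Of 72 list results past the threshold 4 stayed past it under each single setting and with any 1 array left out, none of them among those given here, and of these 4 the nerve injury list for opioid with saline and the platelet list for vincristine no longer passed with the set block and an estimated correlation together. Against saline in vincristine-treated rats, neutrophil genes were higher with morphine in 4 of 4 (median +1.04, adjusted p = 0.000577, and 0.0973), with a median of +0.64 (adjusted p = 0.113) without vincristine-morphine 4 and of +0.10 on the authors' values without spots above a detection p of 0.05 (adjusted p = 0.0049 by the methods' t-test and 0.999 by the pooled-spread test), led by Lcn2 (+1.33, SE 0.799) and Defa5 (+1.07, SE 0.51), and endothelial cell genes in 7 of 7 (median +0.13, adjusted p = 0.00317, and 0.324). Macrophage and monocyte genes were lower with oxycodone in 11 of 15 (median -0.10, adjusted p = 9.18e-05, and 0.15), platelet genes in 3 of 4 (median -0.51, adjusted p = 0.0112, and 0.139), and meningeal and central nervous system genes in 7 of 8 (median -0.21, adjusted p = 0.0122, and 0.15).

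In control rats, immediate early genes were higher with morphine than with saline in 12 of 14 (median +0.12, adjusted p = 2.49e-05, and 0.147), such as the phosphatase genes Dusp1 (+0.30, SE 0.104) and Dusp6 (+0.31, SE 0.116). Proliferation genes were lower with morphine in 7 of 8 (median -0.11, adjusted p = 0.0202, and 0.147) and with oxycodone in 8 of 8 (median -0.11, adjusted p = 0.0091, and 0.12), and proteasome genes higher with morphine in 22 of 32 (median +0.032, adjusted p = 0.0455, and 0.421). Bcas1 led the myelinating Schwann cell genes, which were lower with oxycodone in 9 of 11 (median -0.16, adjusted p = 0.0067, and 0.14). Both opioids are set against the same saline arrays.

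Several lists did not pass for vincristine with control: voltage-gated sodium, potassium and calcium channels (median -0.020, adjusted p = 0.795), microtubule and tubulin genes (-0.012, 0.377), satellite glia (-0.042, 0.196), oxidative phosphorylation (-0.0043, 0.891) and lymphocyte genes (-0.072, 0.569). The same held for peptidergic (-0.028, 0.566), non-peptidergic (-0.019, 0.655) and large-diameter sensory neuron genes (-0.031, 0.617). Between the opioids in vincristine-treated rats, the chaperone list had a median of +0.011 (adjusted p = 0.447), and adipocyte genes +0.19 (adjusted p = 0.0365, and 0.576 with an estimated correlation).

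Alox15 was higher with morphine than with oxycodone in vincristine-treated rats, and across the 12 vincristine arrays it went with the mean of the other 14 red blood cell genes (Pearson r 0.836, permutation p = 0.00096, and Spearman rho 0.706, permutation p = 0.0131, from 100,000 resamples, 1 relation computed). Without the 2 arrays farthest from the median r was 0.847, and after removal of the set means 0.745 (permutation p = 0.00549). The amount of red blood cell RNA in the ganglia may thus account for part of this difference between the opioids. Without the arrays high in muscle genes (2 rats against 2) Alox15 was still +1.07 and the globin gene Hba-a3 +0.68, while the median of the red blood cell list was -0.0047. With so few rats this setting does not decide how large that part is.

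Skeletal muscle genes were high on 5 arrays, with means of 9.05 and 8.95 in vincristine-morphine 1 and 3, 9.25 in saline-morphine 4, and 8.10 and 7.77 in vincristine-oxycodone 3 and 4, against 6.34 to 7.37 on the other 19.

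Other splits of the same rats tell how often chance gives as many probes. For vincristine with control 14 probes passed, and of 100 splits drawn only the real one gave as many (highest other 8), but splits of 2 sets of arrays against the other 2 gave up to 3,545, the highest of them not among those drawn. Among 100 splits within the sets, with the set block, only the real one gave as many as the 42 found (highest other 6). This argues against chance for this planned comparison, though the set block was chosen after values had been seen. For opioid with saline only the real one of 100 splits drawn gave as many as the 8 found (highest other 2), but splits that take 1 set and 1 more array of each arm as saline gave up to 3,616. Within the sets, with the set block, only the real one of 100 gave as many as the 22 found (highest other 3). These splits cannot exclude chance, since the comparison and the set block were chosen after values had been seen. For the interaction and for each comparison of groups of 4 rats 0 probes were found, which every split reaches (100 of 100 and 35 of 35, highest other 0 or 1), so the splits say nothing about chance there. For the unadjusted counts splits over all sets cannot decide about chance. The real groups are balanced over the sets, while other splits need not be and then carry the set differences. The counts were 53 between the opioids in vincristine-treated rats (35 of 35 splits, highest other 1,847), 268 in control rats (18 of 35, highest other 1,382) and 195 for vincristine (58 of 100, highest other 1,638). Splits of 2 sets against the other 2 gave 220 to 1,847 such probes in vincristine-treated rats and 1,302 to 4,021 for vincristine, which points to a structure of the samples by set. Within the sets, with the set block 466 were found for vincristine, and 22 of 100 splits gave as many (highest other 1,102), so chance cannot be excluded. Between the opioids 8 such splits exist, too few for a share under 0.05, with 186 found in vincristine-treated rats (8 of 8, highest other 367) and 704 in control rats (3 of 8, highest other 1,084).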
